# Folic Acid Induces Intake-Related Changes in the Mammary Tissue Transcriptome of C57BL/6 Mice

**DOI:** 10.3390/nu12092821

**Published:** 2020-09-15

**Authors:** Mark A. Burton, Elie Antoun, Reyna S. Penailillo, Graham C. Burdge, Karen A. Lillycrop

**Keywords:** folic acid, mammary gland, transcriptome, breast cancer, EZH2

## Abstract

Folic acid (FA) intake has been associated with increased breast cancer risk in some studies. Although underlying mechanisms are unknown, epigenetic modifications that persistently alter transcription have been suggested. We tested the hypothesis that high FA (HFA) intake alters the adult mammary transcriptome in a manner consistent with increased potential for carcinogenesis, detectable beyond the period of intake. C57BL/6 mice were fed control FA (CFA) (1 mg/kg diet) or HFA (5 mg/kg diet) diets for 4 weeks, followed by AIN93M maintenance diet for 4 weeks. Plasma 5-methyltetrahydrofolate, *p*-aminobenzoylglutamate and unmetabolised FA concentrations were greater (1.62, 1.56, 5.80-fold, respectively) in HFA compared to CFA mice. RNA sequencing of the mammary transcriptome (~20 million reads) showed 222 transcripts (191 upregulated) differentially expressed between groups. Gene Set Enrichment showed upregulated genes significantly enriched in Epithelial Mesenchymal Transition, Myogenesis and Apical Junction and downregulated genes in E2F targets, MYC targets and G2M checkpoint. Cancer was the most altered Disease and Disorder pathway, with Metastasis, Mammary Tumour and Growth of Tumour the most upregulated pathways. ChIP-seq enrichment analysis showed that targets of histone methyltransferase EZH2 were enriched in HFA mice. This study demonstrates HFA intake during adulthood induces mammary transcriptome changes, consistent with greater tumorigenic potential.

## 1. Introduction

Global folic acid (FA) intake has increased [1] due, in part, to the mandatory fortification of foods, the general increase in use of supplemental FA, and peri-conceptional FA supplementation recommendations for women during conception and pregnancy, to prevent the development of neural tube defects [2]. However, there is evidence that folate and its synthetic form FA can influence cancer development and progression [3,4]. For example, some studies [5,6,7,8,9], although not all [10,11], have shown that dietary folate intake or blood folate concentration are inversely related to the risk of developing some cancers including breast, colorectal, ovarian, bladder and prostate. In contrast, higher FA intake has been suggested to increase the risk of breast cancer (BC) [6,12,13]. For example, the Prostate, Lung, Colorectal, and Ovarian Cancer Screening Trial showed an increased risk (19%) of BC in postmenopausal women after FA supplementation (≥400 µg/d), while a meta-analysis of 16 prospective studies that involved 744,068 participants reported a U-shaped relationship between dietary total folate intake (which includes FA) and BC risk [13]. In this study, women with daily dietary folate intake between 153 and 400 μg had significantly reduced BC risk compared with those who consumed less than 153 μg or more than 400 μg.

Studies in animal models have also suggested that higher FA intake can promote cancer development, however, this effect may be dependent upon both the level of intake and the presence of preneoplastic lesions. For example, in mice, high FA (HFA) intake (5 mg FA/kg diet) promoted the progression of pre-existing 7, 12-dimethylbenz (a) anthracene (DMBA)-induced mammary tumours compared to mice fed a diet of 2 mg FA/kg [14]. The increase in mammary tumorigenesis was accompanied by an increase in the expression of human epidermal growth factor receptor 2 (HER2), whose amplification or over-expression has been shown to play an important role in the pathogenesis and progression of BC [15]. Maternal and postweaning FA supplementation (5 mg/kg HFA diet) have also been reported to increase the risk of mammary adenocarcinomas in offspring after DMBA exposure [16], suggesting that high maternal FA intake can alter long term cancer susceptibility in offspring. Conversely, Sie et al., reported that high maternal FA intake (5 mg/kg) during pregnancy and lactation reduced the number of terminal endbuds (the structures from which mammary tumours are initiated) in offspring in the absence of a carcinogen [16]. FA may, therefore, induce a modulatory effect on mammary gland development and subsequent tumorigenesis that persists after the period of supplementation and which is dependent upon the dose, stage of cell transformation and time of supplementation.

Tetrahydrofolate, a reduced form of FA, is a cofactor in the supply of methyl groups for both histone and DNA methylation reactions, the dysregulation of which has been implicated in both the initiation and progression of many cancers [17,18]. Therefore, one potential mechanism by which FA may influence BC risk is through alterations in epigenetic processes leading to changes in gene transcription that affect both short- and long-term cancer susceptibility in both mother and offspring. This is supported by findings that show increased global DNA hypomethylation and decreased DNA methyltransferase (*Dnmt1*) expression respectively in rodent offspring after maternal or post-weaning FA supplementation [16]. Although epigenetic processes have been suggested to be most sensitive to fluctuations in the intake of methyl donors and cofactors during early life, there is increasing evidence that there is considerable plasticity of the epigenome during adulthood [19]. However, despite the increased intake of FA worldwide through supplementation and food fortification in adult populations [20], few studies have investigated how HFA intake during adulthood affects the global mammary transcriptome.

To address this, we investigated whether increased FA intake during adulthood induces changes to the mammary transcriptome that are detectable after the period of supplementation with the aim of gaining novel insights into the underlying mechanisms by which HFA can modulate long-term mammary tumorigenesis.

## 2. Materials and Methods

### 2.1. Study Design

All mice and experimental procedures were conducted using protocols approved by, and in accordance with, the UK Home Office Animal (Scientific Procedures) Act 1986 at the University of Southampton under UK Home Office project license PPL30/2467 and local ethics committee (60985). Virgin female C57BL/6 mice supplied by Charles River UK were fed a maintenance diet (RM1; Special Diet Services, Ltd., Witham, UK) prior to the experimental period. On post-natal day (PND) 74, C57BL/6 mice (*n* = 10 per dietary group) were fed modifications of the AIN93M semi-purified diet (Test Diet™, St. Louis, MO, USA) containing either 1 mg FA/kg (control FA, CFA) diet, which is considered sufficient to meet the nutritional requirement for the adult laboratory mouse [21], or 5 mg FA/kg (high FA, HFA) diet for 4 weeks (PND 74–102) before being transferred to the AIN93M maintenance diet (Test Diet™) for a further 4 weeks (PND 102–130). The experimental period from PND 74–130 in mice corresponds to mature adulthood. The translation in age between humans and mice is complex, dependent on the period of development and can only be approximated. The maturation rate of a mouse at this stage of life has been estimated to be 45× that of a human, with the 4 week period of feeding the HFA diet equivalent to approximately 3.5 years in humans [22]. The nutrient composition of the diets is summarised in Supplementary Table S1. A total of 1 mg FA/kg of diet was selected to reflect the human RDA of 200 ug/day and 5 mg FA/kg diet was selected to reflect approximately 5× the human RDA (~0.8–1.2 mg FA/day), obtained through food fortification (~0.2–0.4 mg FA/day) and multivitamins/food supplements (~0.6–0.8 mg FA/day). Diets and water were provided ad libitum. All mice were fasted for 6 h prior to tissue collection. Mice were culled in line with methods described previously [23]. Blood was collected by cardiac puncture into a 1.2 mL collection tube using EDTA as an anticoagulant and centrifuged at 181× *g* for 10 min. Plasma was snap-frozen in liquid nitrogen to preserve FA/folate metabolites. There were 10 mice per dietary group used for RNA analysis, of which 6 were used for sequencing, and an additional 8 mice per dietary group were used for blood folate measurements. Right thoracic mammary gland fat pads were excised intact, snap-frozen in liquid nitrogen and stored at −80 °C until required.

### 2.2. Body Weights and Food Intake

Individual body weight and cage food intake over 24 h were measured weekly throughout the period of feeding the Test Diets (PND 74–102) and up to 4 weeks after the end of the dietary intervention (PND 102–130). Energy intake (kJ per 10g of mouse) was estimated for individual mice based on total food consumption over 24 h per cage (*n* = 10). Growth and energy intake were assessed by calculating the difference in area under the weight * time or energy intake * time curves (AUC). Briefly, AUC were calculated for each mouse and data from mice fed HFA or CFA were compared by unpaired Student’s unpaired *T*-tests. Average daily FA intake was estimated using whole cage intakes and the FA content of the diet.

### 2.3. Measurement of Plasma Folates and Folate Metabolites

The concentrations of folate metabolites 5-methyltetrahydrofolate (5-meTHF), the main active form of folate in plasma, 4-α-hydroxy 5-methyltetrahydrofolate (hmTHF), FA, 5-formyltrahydrofolate (5fTHF), and two catabolites of folate, namely p-aminobenzoylglutamate (pABG) and p-acetamidobenzoylglutamate (apABG), were measured at the end of the supplementation period (PND 102) using liquid chromatography-tandem mass spectrometry. The measurements were conducted by BEVITAL (Bergen, Norway).

### 2.4. RNA Isolation

RNA was extracted from frozen mammary glands using the mirVANA RNA Isolation Kit (Invitrogen, Waltham, MA, USA), following manufacturer’s instructions. RNA concentration and purity were obtained using a Nanodrop 1000 spectrophotometer (Thermo Scientific, Waltham, MA, USA). Samples (*n* = 6 per group) were also assessed for RNA quality and concentration using an Agilent Bioanalyser 2100 (Agilent Technologies, Santa Clara, CA, USA).

### 2.5. RNA-Seq

Total RNA-seq (~20 million reads, 75 bp paired end sequencing) was carried out by Oxford Gene Technology (Oxford, UK). Briefly, samples were prepared using the Illumina TruSeq RNA Sample Prep Kit v2 (Illumina, San Diego, CA, USA). Sequencing was performed on the Illumina HiSeq2000 platform using TruSeq v3 chemistry (Illumina, San Diego, CA, USA).

### 2.6. Bioinformatics Analysis

Raw FASTQ files were run through FASTQC (Babraham Institute, UK) to determine quality control (QC) metrics at the read level. One sample (5 mg/kg diet) had poor quality reverse reads and so was discarded from subsequent analysis. Reads were aligned to the current release of the mouse genome (GRCm38) in Ensembl using the TopHat aligner [24] (version 2.0.14) which utilises Bowtie [25] (version 2.2.5). Count tables were generated using HTSeq [26] (version 0.6.1). The reference gene transfer format file used with HTSeq was obtained from Ensembl for the mouse genome release GRCm 38.83. Mean absolute deviation (MAD) score analysis was carried out during QC, to determine outlier samples. One outlying sample based on the MAD score was removed from subsequent analysis and consequently 5 samples/group were used in the final analysis. The data set is available at the NCBI Gene Expression Omnibus (GEO) under accession GSE153732.

Count normalization and differential expression was carried out using the EdgeR package in R [27] (version 3.2.1). The group and cage of mice were included in the model. Genes were classed as differentially expressed if the false discovery rate (FDR) was < 0.05. Gene Set Enrichment Analysis (GSEA) was carried out using GSEA v2.2.2 from the Broad Institute (University of California, San Diego). The following gene set databases were used from the Molecular Signatures Database (MSigDB): hallmark gene sets (H), curated gene sets (C2) and gene ontology (GO) gene sets (C5). The GSEA Preranked tool (Broad Institute, University of California San Diego) was used, using a pre-ranked gene list provided to the software. Genes were ranked based on their fold change (FC) and nominal *p*-values. Chip-seq enrichment analysis was carried out using the Chip-seq significance tool (Encode, UK). Differentially expressed and background genes were entered and genes with enriched binding sites were analysed in the whole gene body, 500 bp upstream or 1000 bp downstream of the transcription start site (TSS, 5′End). Genes were compared against human mammary cell lines HMEC and MCF7.

### 2.7. Pathway Analysis

Pathway analysis was performed using Ingenuity Pathway Analysis software (IPA) (Qiagen, Hilden, Germany). Briefly, RNA-seq data was assessed for biological pathways with significance set at FDR < 0.05 and differential expression cut-offs at 0.5 FC.

### 2.8. Quantitative Real Time PCR (qRT-PCR)

Quantitative real time PCR (qRT-PCR) was carried out using a Light Cycler 480 real-time PCR System (Roche, Basel, Switzerland). A total of 1 μg total RNA extracted from the 2nd and 3rd thoracic mammary glands was DNase treated (Sigma-Aldrich, St Louis, MO, USA and reverse transcribed to cDNA using Moleney Murine Leukaemia reverse transcriptase (Promega, Madison, WI, USA). cDNA was amplified with commercial real-time qRT-PCR primers for *Mmp2* and *Mmp3* (Qiagen, Hilden, Germany) (Supplementary Table S2). qRT-PCR reactions were performed using Quantifast SYBER Green Master Mix (Qiagen, UK). Housekeeping genes optimised for mouse mammary tissue have been previously identified [28]. A panel of six genes using commercially available primers (Primer Design, Southampton, UK) was assessed using our samples by the GeNorm method [29]. Briefly, for each selected housekeeping gene the software determined the pairwise variation with all other control genes as the standard deviation of the logarithmically transformed expression ratios, and defined the internal control gene-stability measure *M* as the average pairwise variation of an individual gene with all other control genes [29]. Genes (*Gapdh* and *Ubc*) with the lowest *M* values (*M* < 0.6) demonstrated the most stable expression across treatments and were used to normalise Ct values from genes of interest. Samples were measured in duplicate and the overall change in expression calculated using standard curve analysis [30].

### 2.9. Statistical Analysis

Student’s *T*-test, correlation analysis, AUC analysis and Benjamini–Hochberg analysis were performed using SPSS Statistics (IBM, Version 22) and Graph Pad Prism (Version 5.0). *p* values less than 0.05 were considered statistically significant.

## 3. Results

### 3.1. Higher FA Intake Did Not Alter Body Weight or Energy Intake

There were no significant differences between dietary groups in body weight (g * day) or energy intake (kJ per 10 g of mouse * day) during the four week period of supplementation (PND 74–102) or during the following four week period (PND102–130) when mice were fed the maintenance diet (Supplementary Table S3). Average FA intake (24 h) during the supplementation period (PND 74–102) estimated that mice fed CFA consumed 2.6 µg FA, compared with mice fed the HFA diet who consumed 13.3 µg FA.

### 3.2. Higher FA Intake Increased Folate Metabolite and Catabolite Concentrations in Plasma

Plasma total FA, folate and metabolites were measured at the end of the supplementation period on PND 102. 5-meTHF, p-aminobenzoylglutamate (pABG), a product of folate degradation, and unmetabolised FA concentrations were significantly higher (1.62, 1.56 and 5.80-fold, respectively) in the HFA group compared to the CFA group. There was no statistically significant difference in p-acetamidobenzoylglutamate (apABG) or 5-formyltetrahydrofolate, (5-fTHF) concentrations between dietary groups (Table 1).

### 3.3. Higher FA Intake Induced Changes in the Mammary Gland Transcriptome

Total RNA-seq (20 million reads, 75PE) was carried out on RNA extracted from the mammary glands of adult mice, 4 weeks after the end of the FA supplementation period on PND 130. 

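RNA from the mammary glands of 5 mice fed the CFA diet (1 mg FA/kg) and 5 mice fed the HFA diet (5 mg FA/kg) gave 1 library per mouse, named here by its sample title. The mice ate the test diets for 4 weeks from PND 74 and the maintenance diet for 4 weeks from PND 102. The authors sequenced 6 samples per group, discarded 1 HFA sample for poor reverse reads and removed 1 sample by its MAD score, and the deposited libraries are the 5 per group that remained. Each library is a list of whole numbers, the reads that HTSeq counted on 46983 Ensembl genes after alignment to GRCm38 with TopHat, without normalization. Between 7711010 and 14829291 reads per CFA library (median 13711249) and between 7672199 and 14336914 per HFA library (median 12209479) were counted on genes. The values here rest on these counts and not on the 20000000 reads that the paper states. Reads with more than 1 alignment made up 28.8% to 33.9% of the counted lines of a library and were left out by the counting, which limits genes with near copies elsewhere in the genome. The sample titles carry 4 digits, of which the first follows the diet. The second is 2 for 2 CFA and 3 HFA libraries and 3 for 3 CFA and 2 HFA libraries, and neither the labels nor the paper say what it stands for. The paper's model held the cage of each mouse, which the labels do not give, so cage is not a term here. Genes were kept by edgeR's filterByExpr, libraries were scaled by TMM, and HFA was compared with CFA by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. CPM values are after TMM scaling, and log2 fold changes are HFA minus CFA. The median correlation of the HFA library T2334 with the other libraries was 0.798, against 0.918 to 0.970 for each of the other 9 libraries.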

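At an adjusted p below 0.05, 0 of 15610 genes differed between the HFA and CFA libraries by edgeR's quasi-likelihood test (n = 5 per group). The smallest adjusted p was 0.376, and 1149 genes had an unadjusted p below 0.05. With 1 library left out, the latter number ran from 553 without the CFA library T1314 to 4059 without the HFA library T2334. By edgeR's likelihood ratio test 33 genes passed, 13 higher and 20 lower in HFA, and by DESeq2 60 genes passed, 31 higher and 29 lower. By limma voom 0 genes passed, and with limma voom's quality weights, the alternative that moved the count most, 1037 genes passed, 520 higher and 517 lower. The likelihood ratio test with the second title digit as a term and genes of an average log2 CPM of at least 2 gave 65 genes, 15 higher and 50 lower. Without the HFA library T2334, 6 genes passed the quasi-likelihood test, 2 higher and 4 lower, and with any of the other 9 libraries left out 0 passed. In simulated counts with 200 changed genes, the same test recovered 175 of them with 8 false calls. The simulated libraries share the same dispersions. This recovery therefore says nothing about changes smaller than those simulated or about counts with a library such as T2334. All 222 transcripts of Supplementary Table S4 were among the genes tested, and 1 of them had an unadjusted p below 0.05. Of the 191 that the paper lists as upregulated, 105 were higher in HFA, with a median log2 fold change of 0.056, and of the 31 that it lists as downregulated, 14 were lower, with a median of 0.015 (−0.067 under upper-quartile scaling). These values depend on single libraries and on the fit. The median of the 191 ran from −0.26 without the HFA library T2224 to 0.23 without the HFA library T2334, and that of the 31 from −0.33 without T2334 to 0.13 without the HFA library T2234. Of the 191, 33 were higher with the second title digit as a term, 45 by limma voom and 127 with its quality weights. The transcripts of Supplementary Table S4 follow the digit within HFA, as given below, and more HFA than CFA libraries have the digit 2. Adding the digit therefore tends to move their estimates away from the paper's sign, which is no separate finding. This limit holds for each later tally of these transcripts with the digit as a term. Within the libraries whose second title digit is 2 (2 CFA, 3 HFA), the median log2 fold change was 0.57 for the 191 transcripts and −0.63 for the 31. Within those whose second digit is 3 (3 CFA, 2 HFA), it was −1.35 and 0.61, but the log2 fold changes of Supplementary Table S4 differ from HFA digit 2 minus HFA digit 3 by a mean of only 0.018, so for these transcripts opposite directions within the digits are no separate finding. The difference of the diet effect between the digits, tested as an interaction, passed for 0 genes by the quasi-likelihood test, with 1320 at an unadjusted p below 0.05, and for 31 genes by the likelihood ratio test. The paper rests on the transcripts past an adjusted p of 0.05 in a model with group and cage. It also reports upregulation of *Mmp2* and *Mmp3* by qRT-PCR. From these the paper concludes that a higher FA intake in adulthood changes the mammary transcriptome 4 weeks after the supplementation ended.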

Comparison of gene expression profiles identified 222 differentially expressed (FDR adjusted *p* < 0.05) transcripts, of which 191 were upregulated (Supplementary Table S4). 

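*Dnm1*, which encodes dynamin 1, lies on chromosome 2 of GRCm38 from 32308471 to 32353338 and had 25.0 ± 5.13 CPM in CFA and 27.9 ± 16.6 CPM in HFA libraries (mean ± SD, n = 5 per group). Its log2 fold change was 0.15 (standard error 0.42, adjusted p = 0.939) by edgeR's quasi-likelihood test, and it lay between −0.11 and 0.35 with each library left out in turn. *Cd209g*, on chromosome 8 of GRCm38 from 4134098 to 4137707, belongs to a family of similar genes and neighbours *Cd209f*. Its expression was 8.03 ± 3.42 CPM in CFA and 13.5 ± 10.6 CPM in HFA, a log2 fold change of 0.74 (standard error 0.60, adjusted p = 0.790) that lay between 0.28 and 1.00 with each library left out. *Gabra3*, on chromosome X of GRCm38 from 72432681 to 72656848, had 6.94 ± 2.58 CPM in CFA and 8.38 ± 7.08 CPM in HFA, with a log2 fold change of 0.26 (standard error 0.65, adjusted p = 0.932) and a range of −0.24 to 0.53 over the libraries left out. The difference between diets was smaller than the SD of the HFA libraries for each of these genes. Within HFA, *Dnm1* had 35.2 to 46.2 CPM in the 3 libraries with the second title digit 2 and 9.36 to 11.2 CPM in the 2 with the digit 3, on either side of the 17.3 to 31.3 CPM of the CFA libraries. Across the 10 genes that Table 2 lists as upregulated, 7 were higher and 3 lower in HFA, 2 were higher and 8 lower with the second title digit as a term, and 9 were higher with limma voom's quality weights or without the HFA library T2334. Of the alternatives, the likelihood ratio test with the second title digit as a term and the average log2 CPM filter moved *Dnm1* most, to a log2 fold change of −0.32.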

The top three significantly upregulated transcripts (FDR adjusted *p* < 0.05) were Dynamin 1 (*Dnm1*) (FDR, 9.71 × 10^−6^), CD209g antigen (*Cd209g*) (FDR, 9.80 × 10^−6^) and Gamma-Aminobutyric Acid (GABA) A Receptor, Subunit Alpha 3 (*Gabra3*) (FDR, 1.24 × 10^−5^) (Table 2). 

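*Bbc3*, which lies on chromosome 7 of GRCm38 from 16308393 to 16318205 and encodes the apoptosis regulator PUMA, had 5.39 ± 0.708 CPM in CFA and 5.83 ± 4.25 CPM in HFA libraries (mean ± SD, n = 5 per group). The log2 fold change was 0.13 (standard error 0.44, adjusted p = 0.953) by the quasi-likelihood test of edgeR. For the noncoding RNA *Snhg12*, on chromosome 4 of GRCm38 from 132308623 to 132311024, expression was 16.9 ± 4.22 CPM in CFA and 14.9 ± 8.81 CPM in HFA, a log2 fold change of −0.17 (standard error 0.37, adjusted p = 0.923). *Rpl22l1*, on chromosome 3 of GRCm38 from 28805436 to 28807424, had 7.51 ± 1.74 CPM in CFA and 7.02 ± 5.53 CPM in HFA, a log2 fold change of −0.082 (standard error 0.45, adjusted p = 0.969). With each library left out in turn, the log2 fold change lay between −0.38 and 0.33 for *Bbc3*, between −0.59 and 0.0031 for *Snhg12* and between −0.70 and 0.10 for *Rpl22l1*, so its sign changed for each of them. The SD of the HFA libraries exceeded the difference between diets in each case. Of the 10 genes that Table 2 lists as downregulated, 7 were lower and 3 higher in HFA (8 lower without the HFA library T2334, 4 lower without the HFA library T2234).

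**Figure D1:**
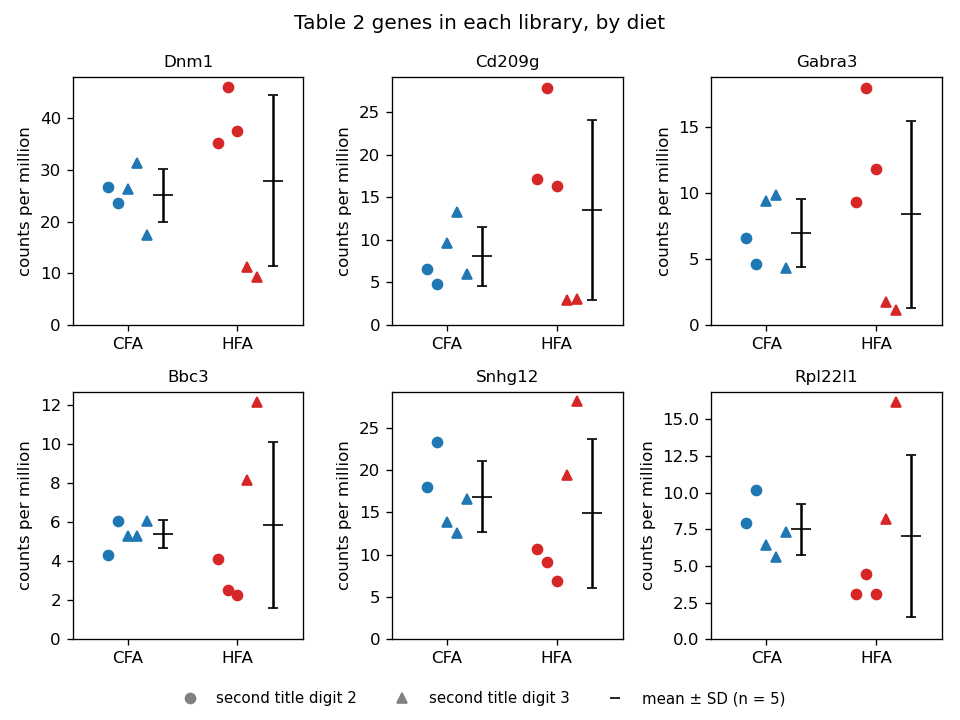
Expression (CPM, linear axis) of *Dnm1*, *Cd209g*, *Gabra3*, *Bbc3*, *Snhg12* and *Rpl22l1* in each of 5 CFA (blue) and 5 HFA (red) libraries, with circles for the second title digit 2, triangles for 3, and the mean ± SD in black. In each of the 6 genes the 3 HFA circles and the 2 HFA triangles lie on opposite sides of the CFA mean, as for *Bbc3*, with 2.27 to 4.10 and 8.14 to 12.2 CPM.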

The top three significantly downregulated transcripts were Bcl2 Binding Component 3 (*Bbc3*) (FDR, 1.66 × 10^−4^), Small Nucleolar RNA Host Gene 12 (*Snhg12*) (FDR, 8.11 × 10^−4^) and Ribosomal Protein L22 Like 1 (*Rpl22l1*) (FDR, 8.885 × 10^−4^) (Table 2).

### 3.4. Gene Ontology and Gene Set Enrichment Analysis Identified Differentially Expressed Gene Sets in Response to Increased FA Intake

Gene ontology (GO) analysis was performed to investigate the possible functional significance of the changes in the transcriptome. The pathways most significantly enriched in the Biological Process category were locomotion (FDR, 3.50 × 10^−13^), cell migration (FDR, 1.30 × 10^−12^) and cell motility (FDR, 2.70 × 10^−12^). The top five differentially expressed genes in each of these pathways were the same, namely *Ackr3*, *C5ar1*, *Itga11*, *Cd248* and *Cc19*. 

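All 5 genes were higher in HFA than in CFA libraries by the quasi-likelihood test, with the second title digit as a term 1 was higher and 4 lower, and by limma voom *Itga11* (−0.37), *Cd248* (−0.68) and *Ccl9* (−0.037) were lower. Expression of *Ackr3* (chromosome 1) was 31.8 ± 4.32 CPM in CFA and 53.4 ± 34.1 CPM in HFA (mean ± SD, n = 5 per group), a log2 fold change of 0.75 (standard error 0.41, adjusted p = 0.699) by edgeR's quasi-likelihood test. The other log2 fold changes were 0.72 for *C5ar1*, 0.54 for *Itga11*, 0.067 for *Cd248* and 0.58 for *Ccl9*, with standard errors of 0.58 to 0.70 and adjusted p-values of 0.787 to 0.986. The symbol printed as Cc19 is taken as *Ccl9*, the name in Supplementary Table S4. Values for *C5ar1* (chromosome 7) were 8.63 ± 1.48 CPM in CFA and 14.3 ± 11.7 CPM in HFA. With each library left out in turn, *Ackr3* stayed between 0.38 and 0.94, *C5ar1* between 0.23 and 1.00, and *Itga11* between 0.0035 and 0.80, while *Ccl9* and *Cd248* changed sign, with lowest values of −0.051 and −0.39 without the HFA library T2224.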

The three most enriched pathways in the molecular function category and the top five genes differentially expressed in each pathway were collagen binding (FDR, 7.80 × 10^−7^) (*Col6a2*, *Itga11*, *Mrc2*, *Col6a1*, *Tnxb*), metallopeptidase activity (FDR, 1.60 × 10^−6^) (*Ace*, *Mmp9*, *Naalad2*, *Timp2*, *Timp3)* and glycosaminoglycan binding (FDR, 3.00 × 10^−6^) *(Pf4*, *Tnxb*, *Pcolce*, *Fnl*, *Col5a1*). 

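In the collagen binding group, the log2 fold changes of genes not given above were −0.30 for *Col6a2*, −0.18 for *Mrc2*, −0.21 for *Col6a1* and 0.57 for *Tnxb*. *Col6a2*, on chromosome 10 of GRCm38 from 76595762 to 76623630, had 226 ± 53.4 CPM in CFA and 184 ± 113 CPM in HFA libraries (mean ± SD, n = 5 per group). The CFA library T1334 had 17.0 CPM of *Mrc2*, against 34.3 to 35.8 CPM in the other 4 CFA libraries. All 5 metallopeptidase genes were higher in HFA by the quasi-likelihood test, with log2 fold changes of 0.21 for *Ace*, 0.75 for *Mmp9*, 0.015 for *Naalad2*, 0.26 for *Timp2* and 0.41 for *Timp3*. The sign of *Naalad2* was reversed under upper-quartile scaling (−0.038), with no filter (−0.039), by limma voom (−0.21) and with the B and T cell marker covariate (−0.086), and that of *Ace* by limma voom (−0.13) and with the covariate (−0.13). Without the HFA library T2224, *Naalad2* (−0.27), *Ace* (−0.093) and *Timp2* (−0.076) were lower. With the second title digit as a term 2 of them were higher and 3 lower. In the glycosaminoglycan binding group, the log2 fold changes were 0.53 for *Pf4*, −0.026 for *Pcolce*, −0.30 for *Fn1* and −0.27 for *Col5a1*, where *Fn1* is the gene printed as Fnl. Across these genes the standard errors were 0.33 to 0.66 and the adjusted p-values 0.774 to 0.994 by edgeR's quasi-likelihood test, and 0 of them had an unadjusted p below 0.05. The likelihood ratio test, DESeq2, limma voom and limma voom with quality weights also passed 0 of them. *Mmp9* had 10.2 ± 4.44 CPM in CFA and 17.2 ± 12.9 CPM in HFA and stayed between 0.29 and 1.01 on the log2 scale with each library left out in turn.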

The top three pathways enriched in the cellular compartment category and top five genes differentially expressed in each pathway were extracellular matrix (ECM) (1.20 × 10^−15^) (*Col6a2*, *Col6a3*, *Pf4*, *Col6a1*, *Emilin2*), extracellular space (FDR, 9.40 × 10^−14^) (*Col6a2*, *Col6a3*, *Ccl9*, *Pf4*, *Col6a1*) and extracellular region *(Col6a2*, *Col6a3*, *Ccl9*, *Sned1*, *Col163*) (Supplementary Table S5).

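Among the genes of the extracellular groups that are not given above, the log2 fold changes were −0.015 for *Col6a3*, 0.099 for *Emilin2*, 0.19 for *Sned1* and 0.53 for *Cd163*, where *Cd163* is taken for the symbol printed as Col163. Their standard errors were 0.40 to 0.65 and their adjusted p-values 0.862 to 0.996 by edgeR's quasi-likelihood test (n = 5 per group). *Col6a3*, on chromosome 1 of GRCm38 from 90765923 to 90843971, had 242 ± 63.1 CPM in CFA and 240 ± 168 CPM in HFA libraries (mean ± SD), and its log2 fold change ran from −0.39 to 0.21 with each library left out in turn. The spread between HFA libraries exceeded the difference between diets for each of these 4 genes. Of the 8 genes of the extracellular groups, 5 were higher and 3 lower, and with the second title digit as a term 0 were higher and 8 lower. Without the HFA library T2334, 6 were higher and 2 lower.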

Gene Set Enrichment Analysis (GSEA) was also performed to identify over- and underrepresented gene sets amongst the differentially expressed genes. Hallmark gene sets, which represent specific, well-defined biological processes based on identifying overlaps between gene sets in MSigDB collections, and C2 curated gene sets, created from online pathway databases, were examined. The top three significantly enriched Hallmark gene sets (Supplementary Table S6) that were upregulated in response to increased FA intake were Epithelial Mesenchymal Transition (EMT) (Normalized Enrichment Score (NES) = 7.84, FDR < 0.001) (Supplementary Table S7), Myogenesis (NES = 6.92, FDR < 0.001) and Apical Junction (NES = 7.84, FDR < 0.001). 

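The MSigDB gene sets were not at hand, so the genes of Supplementary Table S7 and a list of collagen genes fixed by symbol were examined. Supplementary Table S7 is captioned as a top 20, and 19 of its genes, which the paper chose from these libraries, were tested here. Of these 19, 5 were higher and 14 lower in HFA, with a median log2 fold change of −0.15 and a range of −1.09 to 0.89. The median ran from −0.48 (2 of 19 higher) without the HFA library T2224 to 0.054 (11 of 19 higher) without the HFA library T2334. Of 40 collagen genes tested, 10 were higher and 30 lower in HFA, with a mean log2 fold change of −0.38. The mean log2 CPM of the list was 4.89 ± 0.45 in CFA and 4.36 ± 0.74 in HFA (mean ± SD, n = 5 per group), and 4 of 5 HFA libraries lay below the CFA mean. The set test camera, with its preset correlation of 0.01 between genes, gave an adjusted p of 3.07e-04 over 10 fixed lists. None of the calls that camera made for the collagen, S phase, G2M, oxidative phosphorylation and spliceosome lists held under the rotation test fry or under camera with an estimated correlation, where the adjusted p for collagen was 0.505 and 0.506. The ranking test fgsea gave 0.00561. Over the alternatives, the mean log2 fold change of the list ran from −0.87, by the likelihood ratio test with the second title digit and the average log2 CPM filter, to −0.28, without the HFA library T2314. The adjusted p of the list over the same alternatives ran from 2.62e-14 to 0.506. Within the second title digit 2 (3 HFA libraries) the mean was −0.18 with 21 of 40 lower, and within the digit 3 (2 HFA libraries) −1.18 with 32 lower, while the genes of Supplementary Table S7 were higher for 16 of 19 within the digit 2 and lower for all 19 within the digit 3, which is no separate finding, since the paper took these genes from its own ranking. Without the HFA library T2334 the mean was −0.33 and no longer past the threshold, with an adjusted p of 0.505. With epithelial markers as a covariate, chosen after the values had been seen, the mean was −0.012, with 20 of 40 genes higher. By edgeR's quasi-likelihood test, 0 collagen genes had an adjusted p below 0.05 when adjusted over the list alone, with a smallest value of 0.266, and 0 over all genes, while 6 had an unadjusted p below 0.05.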

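Of the 20 genes of Supplementary Table S8, the paper's E2F target genes, 3 were higher and 17 lower in HFA than in CFA libraries, with a median log2 fold change of −0.17 and a range of −1.23 (*Stmn1*) to 0.23 (*Dclre1b*). The paper chose them on the same libraries. With a library left out, the median ran from −0.36 without the HFA library T2334, with all 20 lower, to −0.091 without the HFA library T2214. Within the second title digit 2, 18 of the 20 were lower, and within the digit 3, 9 were lower and 11 higher, which the paper's own choice of these genes affects too. Lists of S phase genes and G2M genes, fixed by symbol, stood in for the MSigDB sets. Among 42 S phase genes, 36 were lower in HFA, with a mean log2 fold change of −0.45 and a camera adjusted p of 1.85e-11, and the mean log2 CPM was 3.53 ± 0.22 in CFA and 2.92 ± 0.62 in HFA (mean ± SD, n = 5 per group). Among 54 G2M genes, 47 were lower, with a mean log2 fold change of −0.82, a camera adjusted p of 2.36e-21, and a mean log2 CPM of 3.56 ± 0.47 in CFA and 2.55 ± 0.82 in HFA. For both lists 4 of 5 HFA libraries lay below all 5 CFA libraries. The adjusted p was 0.402 by fry and 0.474 by camera with an estimated correlation for both lists, and 2.37e-08 and 6.71e-19 by fgsea. Without the HFA library T2334, which has the highest mean of either list among the HFA libraries, the mean log2 fold change was −0.95 for S phase and −1.45 for G2M genes, and without the HFA library T2314 it was −0.35 and −0.65. Between libraries that share the second title digit, HFA minus CFA was −0.82 (digit 2) and −0.082 (digit 3, with 21 genes higher and 21 lower) for S phase, and −1.33 and −0.36 for G2M genes. By the quasi-likelihood test of edgeR, 0 genes of either list passed when adjusted over the list alone or over all genes, with smallest values of 0.155 and 0.158 over the list alone. At an unadjusted p below 0.05 there were 5 S phase and 15 G2M genes.

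**Figure D2:**
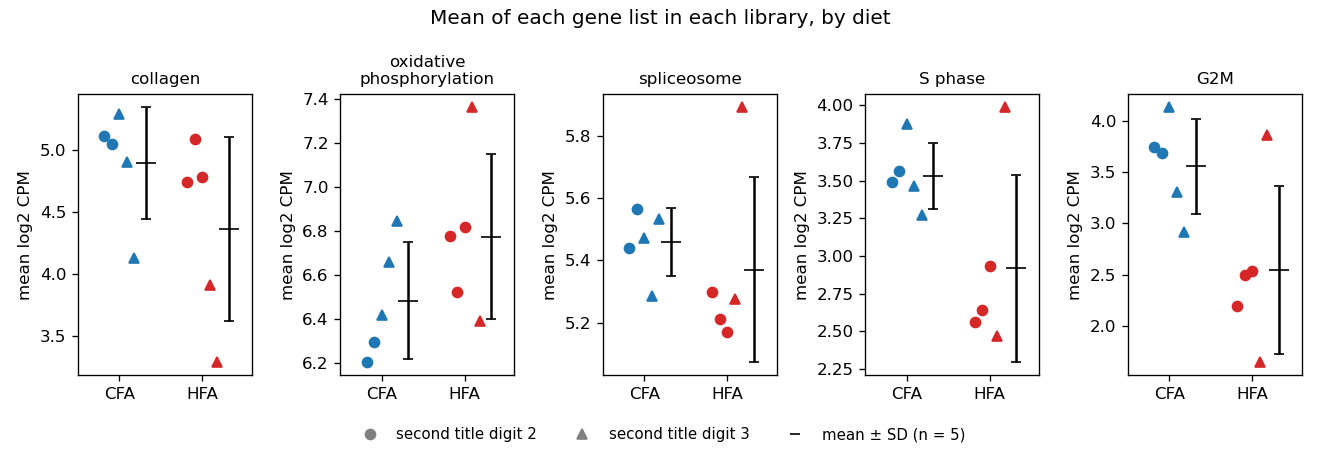
Mean log2 CPM of the collagen, oxidative phosphorylation, spliceosome, S phase and G2M lists in each of 5 CFA (blue) and 5 HFA (red) libraries, with circles for the second title digit 2, triangles for 3, and the mean ± SD in black. For G2M genes the mean is 3.56 ± 0.47 in CFA and 2.55 ± 0.82 in HFA, and T2334 is the single HFA library above the CFA mean.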

The top three significantly downregulated enriched gene sets were E2F targets (NES = −6.67, FDR < 0.001) (Supplementary Table S8), MYC targets (NES = −4.81, FDR < 0.001) and G2M checkpoint (NES = −4.37, FDR < 0.001), Within the C2 category, the top three significantly upregulated enriched gene sets were Naba Matrisome (NES = 11.47, FDR < 0.001), Lim Mammary Stem Cell Up (NES = 10.64, FDR < 0.001) and Naba Core Matrisome (NES = 9.12, FDR < 0.001). 

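For the processing of capped pre-mRNA, 119 of the 145 members of a Reactome list could be tested. Its members may differ from those of the MSigDB set that the paper used, which was not at hand. Of the 119, 52 were higher and 67 lower in HFA than in CFA libraries, with a median log2 fold change of −0.024 and a median absolute deviation of 0.15. With a library left out the median ran from −0.23 without the HFA library T2334 to 0.031 without the HFA library T2234, and it was above 0 without the CFA library T1334 (0.0049) or the HFA libraries T2224 (0.014) or T2314 (0.0072) as well. A fixed list of 77 spliceosome genes had 27 higher and 50 lower in HFA, with a mean log2 fold change of −0.051 and a camera adjusted p of 0.0413. Its mean log2 CPM was 5.46 ± 0.11 in CFA and 5.37 ± 0.30 in HFA (mean ± SD, n = 5 per group), a difference smaller than the SD of HFA. The HFA library T2334 had the highest mean of the 5 HFA libraries, 5.89, against 5.17 to 5.30 in the other 4. The mean log2 fold change was −0.27 without T2334 and changed sign, to 0.00088, without the HFA library T2234. The direction did not hold within both second title digits, with −0.28 between libraries of the digit 2 and 0.21 between those of the digit 3. The list was no longer past the threshold without the CFA libraries T1234 (−0.075) or T1334 (−0.031) or the HFA libraries T2214 (−0.025), T2224 (−0.0044) or T2314 (−0.021). Adjusted p-values of 0.688 by fry, 0.725 by camera with an estimated correlation and 0.322 by fgsea left the list without a call, and over all alternatives they ran from 1.82e-08 to 0.725. With edgeR's quasi-likelihood test, 0 spliceosome genes passed when adjusted over the list alone or over all genes, and 2 had an unadjusted p below 0.05.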

The top three significantly downregulated enriched gene sets were Pujana BRCA2 Pcc Network (NES = −7.10, FDR < 0.001), Marson by E2F4 Unstimulated (NES = −6.24, FDR < 0.001) and Reactome Processing of Capped Intron Containing Pre MRNA (NES = −5.94, FDR < 0.001) (Supplementary Table S9).

### 3.5. Pathway Analysis Identified Disease Pathways Linked to Breast Cancer and Metastasis

Ingenuity Pathway Analysis was performed to gain further insights into the disease pathways and to identify the upstream regulators affected by increased FA intake. Cancer was the most significantly affected disease pathway (*p* = 8.09 × 10^−3^–4.00 × 10^−10^) in which 56 genes were altered (Supplementary Table S10). Within the cancer pathway, the top three most activated pathways were metastasis (Z = 1.206), mammary tumour (Z = 1.118) and growth of tumour (Z = 0.592) (Supplementary Figure S2A,B). 

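Of the 11 genes *Fn1*, *C5ar1*, *Mmp3*, *Mmp9*, *Il1rl1*, *Ednrb*, *Hic1*, *Akap12*, *Ret*, *Malat1* and *Ifitm3*, 7 were higher and 4 lower in HFA than in CFA libraries, with a median log2 fold change of 0.16, 3 were higher and 8 lower with the second title digit as a term, and 8 were higher and 3 lower by limma voom with quality weights. *Malat1*, a long noncoding RNA on chromosome 19 of GRCm38 from 5795690 to 5802672, had 323 ± 80.6 CPM in CFA and 510.5 ± 214 CPM in HFA (mean ± SD, n = 5 per group), a log2 fold change of 0.66 (standard error 0.31, adjusted p = 0.678) by edgeR's quasi-likelihood test, and 4 of 5 HFA libraries lay above the CFA mean. The log2 fold changes were 0.25 for *Il1rl1*, 0.39 for *Ednrb*, −0.26 for *Hic1*, 0.16 for *Akap12*, 0.13 for *Ret* and −0.19 for *Ifitm3*, with standard errors of 0.24 to 0.54 and adjusted p-values of 0.834 to 0.935. The CFA library T1324 had 18.1 CPM of *Hic1*, against 11.2 to 12.1 CPM in the other 4 CFA libraries.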

Eleven genes were differentially regulated in the metastasis pathway, namely *Fn1*, *C5ar1*, *Mmp3*, *Mmp9*, *Il1rl1*, *Ednrb*, *Hic1*, *Akap12*, *Ret*, *Malat1 and Ifitm3*. Top networks were identified as cell morphology, cellular assembly and organization and cellular function and maintenance (Supplementary Table S11). Alpha catenin (*Ctnna1*) was identified as the top upstream regulator (*p* = 1.39 × 10^−20^) which was predicted, based on its interaction pathway, to be inhibited in the HFA group (Supplementary Figure S2C and Table S12). 

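*Ctnna1* itself, on chromosome 18 of GRCm38 from 35118859 to 35254779, had 279 ± 48.0 CPM in CFA and 237 ± 43.7 CPM in HFA libraries (mean ± SD, n = 5 per group). Its log2 fold change was −0.24 (standard error 0.17, adjusted p = 0.773) by edgeR's quasi-likelihood test and stayed between −0.32 and −0.17 with each library left out in turn, and 4 of 5 HFA libraries lay below the CFA mean. RNA abundance is not the activity that the upstream analysis predicts from a regulator's targets.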

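Of the genes *Il10ra*, *Igf2bp1*, *Col4a3* and *Fas* themselves, *Igf2bp1* had too few counts to be tested. *Il10ra* had 21.4 ± 13.3 CPM in CFA and 33.1 ± 48.8 CPM in HFA libraries (mean ± SD, n = 5 per group), where the HFA library T2334 had 119.8 CPM and the other 4 HFA libraries 3.75 to 18.3 CPM. Its log2 fold change was 0.63 (standard error 0.83, adjusted p = 0.871) by edgeR's quasi-likelihood test and became −0.94 without T2334. *Fas*, on chromosome 19 of GRCm38 from 34290666 to 34327772, had 15.8 ± 0.634 CPM in CFA and 20.2 ± 5.29 CPM in HFA, with a log2 fold change of 0.36 (standard error 0.18, adjusted p = 0.679) that stayed between 0.18 and 0.46 with each library left out. *Col4a3* had 1.30 ± 0.469 CPM in CFA and 1.99 ± 1.14 CPM in HFA, and its log2 fold change was 0.59 (standard error 0.53, adjusted p = 0.807).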

Additional upstream regulators were *Il10ra*, *Igf2bp1*, *Col4a3* and *Fas*.

### 3.6. Validation of Differential Gene Expression by qRT-PCR

Validation of RNA-seq data was performed by qRT-PCR. The *Mmp2* and *Mmp3* genes were selected for validation based on their level of differential expression and participation in the key pathways enriched in the GO, GSEA and IPA analysis. Consistent with the RNA-seq data, qRT-PCR analysis showed upregulation of both *Mmp2* and *Mmp3* in response to FA which significantly correlated with RNA-seq data using Spearman’s correlation (*Mmp2* R = 0.648, *p* = 0.043; *Mmp3* R = 0.879, *p* = 0.001) (Supplementary Table S13).

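Supplementary Table S13 compares the qRT-PCR with the sequencing, and only the sequencing counts were analysed here. *Mmp2*, on chromosome 8 of GRCm38 from 92827291 to 92853420, had 163 ± 67.0 CPM in CFA and 154 ± 114 CPM in HFA libraries (mean ± SD, n = 5 per group), a log2 fold change of −0.081 (standard error 0.59, adjusted p = 0.978) by edgeR's quasi-likelihood test. *Mmp3*, on chromosome 9 of GRCm38 from 7445822 to 7455975, had 60.4 ± 30.6 CPM in CFA and 30.8 ± 24.9 CPM in HFA, a log2 fold change of −0.97 (standard error 0.65, adjusted p = 0.754). With each library left out in turn, *Mmp2* lay between −0.48 and 0.16 and *Mmp3* between −1.49 and −0.73 on the log2 scale. In HFA, *Mmp2* had 167 to 304 CPM in the 3 libraries with the second title digit 2 and 26.3 to 58.6 CPM in the 2 with the digit 3, and *Mmp3* had 32.1 to 67.4 and 6.94 to 8.32 CPM. In CFA the ranges were 59.0 to 219 CPM for *Mmp2* and 14.5 to 90.5 CPM for *Mmp3*.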

### 3.7. FA Intake Induced Differential Expression in Genes that Are Enriched for EZH2 Binding Sites

Chromatin immunoprecipitation sequencing enrichment analysis (ChIP-Seq enrichment analysis) was used to determine whether the differentially expressed genes were enriched as downstream targets for specific transcription factors. ChIP-seq analysis assessed the overlap between differentially expressed genes within the RNA-seq analysis with experimentally validated transcription factor binding sites. This analysis identified 17 differentially expressed genes with EZH2 binding sites within the gene body (Benjamini-Hochberg, *p* = 1.42 × 10^−4^), 19 genes within 500 base pair (bp) upstream or 1000 bp downstream of the transcriptional start site (*p* = 7.30 × 10^−5^), and 10 genes with EZH2 binding sites within both the gene body and 5′ or 3′ regulatory regions; these were *Cadm3*, *col6a2*, *Fam124a*, *Fndc1*, *Lama2*, *Sdk1*, *Tmeff2*, *Tspan11*, *Tubb4a* and *Wnt2* (Supplementary Table S14).

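Of these 10 genes, 4 were higher and 6 lower in HFA than in CFA libraries, with a median log2 fold change of −0.014, and under RLE scaling 5 were higher and 5 lower. The tally was 2 higher and 8 lower by limma voom, with the second title digit as a term and with the B and T cell marker covariate, 7 and 3 by limma voom with quality weights, 3 and 7 without the HFA library T2224, 6 and 4 without the HFA library T2314, and 8 and 2 without the HFA library T2334. *Fam124a* had 6.42 ± 0.224 CPM in CFA and 9.68 ± 4.88 CPM in HFA (mean ± SD, n = 5 per group), a log2 fold change of 0.59 (standard error 0.33, adjusted p = 0.699) by edgeR's quasi-likelihood test. The log2 fold changes of genes not given above were 0.37 for *Cadm3*, 0.45 for *Fndc1*, −0.00069 for *Lama2*, −0.22 for *Sdk1*, 0.076 for *Tmeff2*, −0.027 for *Tspan11*, −0.19 for *Tubb4a* and −0.46 for *Wnt2*, with standard errors of 0.40 to 0.73 and adjusted p-values of 0.844 to 1.00. Among the 23 genes that could be matched from Supplementary Table S14, with a binding site near the start site or in the gene body, 12 were higher and 11 lower, with a median of 0.012 (−0.042 under upper-quartile scaling) and a range of −0.55 to 0.75. That median was −0.28 without T2224, 0.22 without T2334, −0.37 by limma voom and 0.17 with its quality weights. The binding sites come from other experiments and were not examined.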

Having identified an enrichment amongst the HFA diet differentially expressed transcripts for EZH2 target genes, we examined the effect of increased FA intake on the expression of a series of polycomb linked epigenetic writers and readers within the RNAseq data set. 

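*Ezh2*, on chromosome 6 of GRCm38 from 47530139 to 47595341, had 18.9 ± 3.49 CPM in CFA and 15.4 ± 8.01 CPM in HFA libraries (mean ± SD, n = 5 per group), and 4 of 5 HFA libraries lay below the CFA mean. The HFA library T2334 had 29.3 CPM and the other 4 HFA libraries 9.96 to 14.5 CPM. Its log2 fold change was −0.29 (standard error 0.30, adjusted p = 0.836) by edgeR's quasi-likelihood test, −0.71 without T2334, and between −0.71 and −0.17 over all libraries left out in turn. With limma voom's quality weights it was −0.69 and past the threshold, with an adjusted p of 0.0447, where the alternatives together ran from 0.0447 to 0.999. For *Suz12*, on chromosome 11 of GRCm38 from 79993106 to 80034123, expression was 58.5 ± 7.82 CPM in CFA and 62.7 ± 29.2 CPM in HFA, a log2 fold change of 0.10 (standard error 0.26, adjusted p = 0.933) that became −0.27 without T2334. *Bmi1*, on chromosome 2 of GRCm38 from 18677018 to 18686629, had 57.4 ± 2.76 CPM in CFA and 64.1 ± 14.2 CPM in HFA, a log2 fold change of 0.16 (standard error 0.15, adjusted p = 0.817) that became −0.015 without T2334.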

*Ezh2* expression was nominally downregulated (*p* < 0.05), along with associated PRC2 complex gene *Suz12* and PRC1 complex gene *Bmi1*. Furthermore, *Jarid2*, associated with PRC2 silencing was also nominally downregulated.

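Expression of *Jarid2*, on chromosome 13 of GRCm38 from 44729474 to 44921643, was 43.9 ± 6.53 CPM in CFA and 47.5 ± 13.8 CPM in HFA libraries (mean ± SD, n = 5 per group), a log2 fold change of 0.11 (standard error 0.19, adjusted p = 0.905) by edgeR's quasi-likelihood test that became −0.13 without the HFA library T2334. Of *Ezh2*, *Suz12*, *Bmi1* and *Jarid2*, 0 had an unadjusted p below 0.05 by this test. Over a fixed list of 27 polycomb genes, 14 were higher and 13 lower in HFA. The mean log2 fold change was −0.0014 and the median 0.062, so these differ in sign, with a camera adjusted p of 0.835. The list was past the threshold without T2334 (mean −0.20, adjusted p = 0.0416) and under limma voom with quality weights (mean −0.16, 19 of 27 lower, adjusted p = 0.0491), within 0.0416 to 0.995 over the alternatives. Between libraries of the same second title digit the mean was −0.28 for the digit 2 and 0.28 for the digit 3. In edgeR, 0 polycomb genes had an adjusted p below 0.05 when adjusted over the list alone, with a smallest value of 0.0780, and 0 over all genes, while 4 had an unadjusted p below 0.05, namely *Cbx2* (−0.79), *Cbx6* (−0.53), *Ezh1* (0.37) and *Pcgf5* (0.54 on the log2 scale). Single HFA libraries lay apart for 2 of these, with 58.9 CPM of *Cbx6* in T2334 against 77.4 to 83.5 in the other 4, and 90.8 CPM of *Ezh1* in T2224 against 76.3 to 78.6.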

## 4. Discussion

Folate plays an essential role in mammary gland development [31,32], however, the relationship between the intake of FA, the synthetic form of folate and BC risk remains complex. To date, human and animal studies have inferred a U-shaped relationship, with both high and low FA intakes associated with increased BC risk. Despite these findings, there are a lack of studies examining the effect of increased FA intake during adulthood on the mammary gland transcriptome, which could highlight important mechanisms by which HFA modulates long-term mammary tumorigenesis. Here, our findings show that increased FA intake during adulthood causes changes to the mammary transcriptome in C57BL/6 mice 4 weeks after the end of the supplementation period. A HFA diet induced changes in genes associated with ECM and EMT and showed enrichment of targets of the key epigenetic regulator of mammary gland morphogenesis, EZH2. These results suggest that a HFA diet can modulate key cellular processes at the transcriptional level which may impact BC susceptibility [33,34,35].

Higher serum levels of 5-methylTHF and FA were found in mice fed a HFA diet, validating the effectiveness of the diet in raising folate and FA status. This was accompanied by increased circulating concentrations of the folate degradation products pAPG and its acetylated metabolite apAPG. Whole body folate status is positively related to folate catabolism [36], thus, one possible explanation for the increase in folate degradation products is that the amount of FA consumed by the HFA mice saturated the whole-body folate pool leading to increased catabolism. If so, this would also be consistent with FA intake exceeding capacity for reduction by dihydrofolate reductase to THF, which is required for assimilation of FA into tissues [37], resulting in circulating unmetabolised FA. An inverse association between unmetabolised FA in plasma and NK cell cytotoxicity has been reported, suggesting free FA may negatively modulate immune function [38], however, the effects on mammary gland function and disease risk are currently unknown.

The present findings show that a HFA diet induces differential changes in the mammary gland transcriptome, with Dynamin 1 (*Dnm1*) the top upregulated gene, and Bcl-2-binding component 3 (*Bbc3)* the top downregulated gene. *Dnm1* plays an essential role in endocytosis and is upregulated in many cancers where it has been suggested to attenuate apoptotic signalling [39], while *Bbc3* which encodes the p53 upregulated modulator of apoptosis (PUMA) is downregulated in some cancers. PUMA is a target of the tumour suppressor protein p53 and is necessary for stress-induced apoptosis [40,41]. PUMA also co-operates with p21 to maintain normal lumen formation in the mammary gland and suppresses EMT [42], with low levels of PUMA in breast carcinomas associated with increased mortality and poorer prognosis [43]. Thus, increased expression of *Dnm1* and decreased expression of PUMA may contribute to breast cancer susceptibility.

HFA intake led to enrichment of the GO terms related to ECM formation and cell migration. In the mammary gland, the ECM provides physical support for the myoepithelial cells and modulates cell fate decisions in mammary progenitor cells [44,45]. Amongst genes related to ECM function that were altered in response to the HFA diet, *Mmp3* expression was significantly upregulated. MMPs are crucial mediators in mammary gland remodelling, with ectopic expression of Mmp3 being reported to induce not only supernumerary branching and eventual tumours [46], but increased production of reactive oxygen species [47] and EMT [48].

Consistent with these findings, the top upregulated hallmark gene sets in the GSEA analysis were linked to EMT and epithelial cell function (apical junction), while the top disease pathway was cancer and metastasis, driven largely by enrichment of EMT genes within this pathway. EMT, which arises through a series of epigenetic alterations, converts polarized and adherent epithelial cells to more motile and invasive mesenchymal-like cells. This transition from epithelial to mesenchymal is a critical process for mammary gland organogenesis [49], while in cancer, EMT facilitates migration, invasion and metastasis. The top upstream regulator predicted amongst the HFA differentially expressed transcripts was alpha catenin, which plays an essential role within adherens junctions [50,51], structures required for maintaining epithelial integrity and which are lost upon EMT. Although the HFA diet induced the upregulation of genes involved in EMT, it did not affect the expression of vimentin or E-cadherin, which are pivotal in this transition process, suggesting HFA intake may increase the expression of remodelling factors at the transcriptional level and enhance the potential of mammary epithelial cells to undergo EMT, rather than promoting EMT itself.

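*Vim*, on chromosome 2 of GRCm38 from 13573927 to 13582826, had 489 ± 24.2 CPM in CFA and 596 ± 113 CPM in HFA libraries (mean ± SD, n = 5 per group), a log2 fold change of 0.29 (standard error 0.16, adjusted p = 0.699) by edgeR's quasi-likelihood test. The CFA library T1324 had 530.4 CPM of *Vim*, against 468 to 485 CPM in the other 4 CFA libraries. *Cdh1*, which encodes E-cadherin and lies on chromosome 8 of GRCm38 from 106603351 to 106670246, had 193 ± 83.8 CPM in CFA and 98.3 ± 46.8 CPM in HFA, a log2 fold change of −0.97 (standard error 0.49, adjusted p = 0.681), and 5 of 5 HFA libraries lay below the CFA mean. With each library left out in turn, the log2 fold change stayed between 0.20 and 0.39 for *Vim* and between −1.21 and −0.77 for *Cdh1*.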

The pathways enriched amongst the downregulated genes were DNA replication (E2F targets), proto-oncogene function (Myc targets), cell cycle progression (G2M checkpoint) and energy metabolism (oxidative phosphorylation). The E2F family of transcription factors which regulate c-Myc expression are involved in regulation of both cell proliferation and apoptosis and can act as both oncogenes and tumour suppressor genes. So, the consequence of a change in E2F expression in relation to HFA intake is unclear. 

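Of 78 genes for subunits of the oxidative phosphorylation complexes, a list fixed by symbol, 75 were higher and 3 lower in HFA than in CFA libraries, with a mean log2 fold change of 0.32 and a camera adjusted p of 9.27e-12. The mean log2 CPM of the list was 6.48 ± 0.26 in CFA and 6.77 ± 0.37 in HFA (mean ± SD, n = 5 per group), and 4 of 5 HFA libraries lay above the CFA mean. The adjusted p was 0.415 by fry, 0.506 by camera with an estimated correlation and 4.40e-13 by fgsea. With each library left out in turn, the mean log2 fold change ran from 0.14, without the HFA library T2314, to 0.42, without the CFA library T1334. The genes were higher in HFA within both second title digits, by 0.47 for the digit 2 and 0.32 for the digit 3. Markers of brown adipocytes were higher in HFA too, by 1.47 in mean log2 CPM. The list was lowest in T1224 (6.20, brown adipocyte markers 2.58) and highest in T2314 (7.36 and 7.17), but T2334 had 6.39 with 6.96. No fit held brown adipocyte or skeletal muscle markers, so the share of these tissues is not separated from the diet. By edgeR's quasi-likelihood test, 0 of these genes passed when adjusted over the list alone, with a smallest value of 0.314, and 0 over all genes, while 4 had an unadjusted p below 0.05.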

Interestingly, genes involved in oxidative phosphorylation were also downregulated. Some studies have linked a switch from oxidative phosphorylation to glycolysis with EMT [52], while others report a direct correlation between mitochondrial respiration and cancer cell metastasis, with the overexpression of activated receptor gamma coactivator-1 alpha (PGC-1α), which mediates mitochondrial biogenesis [53]. Further metabolic studies will be important to determine whether these changes observed at the level of RNA result in a metabolic switch induced by an HFA diet.

Folate and FA play crucial roles in epigenetic regulation, with Folate/FA-mediated one-carbon metabolism functioning to mediate the supply of methyl groups for DNA, RNA or protein, which modulate transcriptional regulation. HFA intake in rodents has been linked to changes in global DNA methylation and epigenetic regulator expression [16]. Whilst no enrichment of pathways involved in epigenetic gene regulation was shown in the present study, both up- and downregulated genes were enriched for EZH2 target genes. Of note, *Ezh2*, *Suz12* and *Bmi1* were also nominally downregulated within RNA sequencing data. EZH2 is an important epigenetic regulator which has histone methyltransferase activity and, along with Suz12, is a component of the polycomb repressor complex 2 (PRC2), which methylates lysine 27 in histone H3, resulting in gene silencing. EZH2 plays a central role in mammary gland development, as well as in the initiation, progression and metastasis of breast cancer. EZH2 promotes EMT by suppressing expression of epithelial marker E-cadherin (*CDH1*) [54], leading to reduced intercellular adhesion and expression of mesenchymal markers, such as fibronectin, vimentin and N-cadherin. The enrichment of EZH2 target genes amongst the differentially expressed genes suggests that the regulation of these targets may be sensitive to variations in FA intake, which, given the dependence of EZH2 activity on the supply of methyl groups, suggests a mechanism by which FA intake may modulate gene expression profiles. However, enriched targets of EZH2 were both up- and downregulated, and no change in expression was observed of some key EZH2 EMT target genes, suggesting that the changes in the mammary transcriptome represent a complex interplay of many factors, to which EZH2 dysregulation may contribute. Further studies to investigate changes in both histone and DNA methylation in relation to FA intake will be required to assess how the dysregulation of epigenetic processes contributes to the changes in transcription that we observed in this study.

There are some limitations to this study. Firstly, it is not known whether the gene expression changes observed 4 weeks after supplementation occurred during the 4-week HFA supplementation period, or as a result of the switch to the maintenance diet. Nevertheless, this study did show that increased FA intake can induce changes in gene expression that are detectable after the end of the dietary intervention period. We showed that EZH2 targets are enriched amongst the genes affected by HFA intake, suggesting epigenetic processes may be involved, at least in part, in mediating the response to HFA. Secondly, although we saw genome-wide changes in expression, we do not know whether such changes were mirrored by a change in protein expression, and/or a change in mammary gland morphology. Further studies to determine whether the transcriptional changes are accompanied by changes in protein expression and mammary gland morphology will be important to understand the impact that HFA intake has on mammary gland structure and function and the implications on human breast cancer risk. Thirdly, in this study, we only measured gene expression after feeding the control or HFA diet. We did not assess how baseline transcription may change with age, but as the mice were at the same age in both treatment groups our analysis allows the identification of gene expression changes related to the change in diet alone. Nonetheless, it would be interesting to determine whether similar or distinct responses are observed in relation to FA intake during the juvenile period or during pregnancy when there is considerable epigenetic and morphological re-structuring of the mammary gland. Finally, here we have focused on the impact of FA intake on mammary gland gene expression and signalling pathways and have not directly assessed the effect of high FA intake on carcinogenesis. Our data however show that a high FA intake can alter the expression of EMT related genes and oncogenic pathways, but additional studies will be required to assess whether the changes observed in these pathways do contribute directly to an altered susceptibility to mammary tumorigenesis.

Together, the present findings demonstrate that increased FA intake can modify the expression of the mammary gland transcriptome. Thus, one implication of the present findings is that excessive consumption of FA that saturates body folate pools may induce changes in the regulation of the transcription of genes involved in mammary tissue architecture and increase the propensity for EMT, with implications for mammary gland function and tumorigenesis. The results for this study suggest caution with regards to recommendations for net FA intake from multiple sources, particularly in women of reproductive age. Given that breast cancer patients or survivors are likely exposed to increasing levels of FA in the post-fortification era [55], follow-up research is required to further investigate the impact of a high FA intake on the genes and pathways identified in this study and whether high FA induces similar responses in human cells, to fully understand the long-term effects of elevated FA intake on breast cancer susceptibility.

## Figures and Tables

**Table 1:** Plasma folate, folic acid (FA) and folate metabolite concentrations after the end of the 4-week dietary intervention (PND (post-natal day) 102). Values are mean ± SEM for *n* = 8 mice per group. Statistical comparisons were by Student’s unpaired *T*-test. CFA, control folic acid; HFA, high folic acid. Total folate concentration was calculated form the sum of the concentrations of 5-methyltetrahydrofolate (mTHF), 5-formyltetrahydrofolate (5-fTHF), hydroxymethyltetrahydrofolate (hmTHF) and FA. Total folate catabolites were calculated from the sum of para-aminobenzoylglutamnate (pABG) and acetyl para-aminobenzoyl glutamate (acpABG). *n* = 8 females per diet group. Statistical analysis was by Student’s unpaired *T*-test. * *p* < 0.05 and **** *p* < 0.0001.

Metabolite (nmol/L)	Dietary Group		
	CFA	HFA	*p*
Plasma 5 mTHF	47.26 ± 3.16	76.79 ± 3.49	<0.0001 ****
Plasma 5 fTHF	0.84 ± 0.55	1.30 ± 0.63	0.59
Folic Acid	0.31 ± 0.31	1.80 ± 0.43	0.01*
hmTHF	2.02 ± 0.42	2.16 ± 0.55	0.85
Total folates	50.45 ± 3.57	82.05 ± 4.47	<0.0001 ****
pABG	34.09 ± 2.8	53.45 ± 8.26	0.04 *
apABG	3.46 ± 0.28	4.99 ± 0.74	0.07
Total folate catabolites	37.54 ± 3.07	58.44 ± 8.90	0.04 *

**Table 2:** Top 10 genes upregulated (+logFC) or downregulated (−logFC) by HFA intake.

Mgi Ref	LogFC	FDR	*p* Value	Gene Name
*Upregulated genes*				
*Dnm1*	1.962515	9.71 × 10^−6^	7.91 × 10^−10^	dynamin 1
*Cd209g*	2.787528	9.80 × 10^−6^	1.60 × 10^−9^	CD209g antigen
*Gabra3*	3.202282	1.24 × 10^−5^	4.03 × 10^−9^	GABA A receptor, subunit alpha 3
*Tubb4a*	1.970152	1.24 × 10^−5^	3.92 × 10^−9^	tubulin, beta 4A class IVA
*Col6a2*	1.980787	2.06 × 10^−5^	1.01 × 10^−8^	collagen, type VI, alpha 2
*Ackr3*	1.898499	2.06 × 10^−5^	8.57 × 10^−9^	atypical chemokine receptor 3
*Cd209f*	3.04923	2.24 × 10^−5^	1.28 × 10^−8^	CD209f antigen
*C5ar1*	2.681699	2.90 × 10^−5^	1.89 × 10^−8^	complement component 5a receptor 1
*Col6a3*	2.228025	5.76 × 10^−5^	4.22 × 10^−8^	collagen, type VI, alpha 3
*Itga11*	3.179464	7.97 × 10^−5^	6.50 × 10^−8^	integrin alpha 11
*Downregulated genes*				
*Bbc3*	−1.76456	0.000166	1.88 × 10^−7^	BCL2 binding component 3
*Snhg12*	−1.39266	0.000811	1.85 × 10^−6^	small nucleolar RNA host gene 12
*Rpl22l1*	−1.74953	0.000885	2.09 × 10^−6^	ribosomal protein L22 like 1
*Tbca*	−0.97069	0.002674	1.09 × 10^−5^	tubulin cofactor A
*mir-703*	−1.69341	0.003125	1.40 × 10^−5^	mmu-mir-703
*Mphosph6*	−1.19544	0.003226	1.50 × 10^−5^	M phase phosphoprotein 6
*Itpr2*	−0.90467	0.004558	2.24 × 10^−5^	inositol 1,4,5-triphosphate receptor 2
*Impdh1*	−0.98072	0.005139	3.06 × 10^−5^	inosine 5’-phosphate dehydrogenase 1
*Tpt1*	−1.20074	0.010028	8.66 × 10^−5^	tumour protein, translationally controlled 1
*Tdp2*	−0.8294	0.012004	0.000118	tyrosyl-DNA phosphodiesterase 2

FC = fold change; FDR = false discovery rate; HFA: high FA; GABA: Gamma-Aminobutyric Acid; IVA: Individual voluntary arrangement; BCL 2: B-cell lymphoma-2.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-6643/12/9/2821/s1, Figure S1: MA plot and Volcano plot. Figure S2 (A) Top 3 disease pathways; (B) Mammary tumour disease pathway (C) Top upstream regulator pathway. Table S1: Dietary compositions. Table S2: qRT-PCR primer information. Table S3: Growth and energy intakes. Table S4: Differentially expressed genes between CFA and HFA groups. Table S5: Gene Ontology. Table S6: GSEA analysis (Hallmark). Table S7: GSEA analysis (Hallmark EMT). Table S8: GSEA analysis (Hallmark E2F targets). Table S9: GSEA analysis (C2). Table S10: Top disease pathways. Table S11: Top 5 networks Table S12: Top upstream regulators identified from Ingenuity Pathway Analysis. Table S13: Chip-seq enrichment analysis. Table S14: Validation of differentially expressed Genes within RNA-seq data.

# Supplementary material for: Folic Acid Induces Intake-Related Changes in the Mammary Tissue Transcriptome of C57BL/6 Mice
**Source:** Nutrients. 2020 Sep 15;12(9):2821. doi: 10.3390/nu12092821
**Supplement:** Supplementary file 1

## Supplementary data

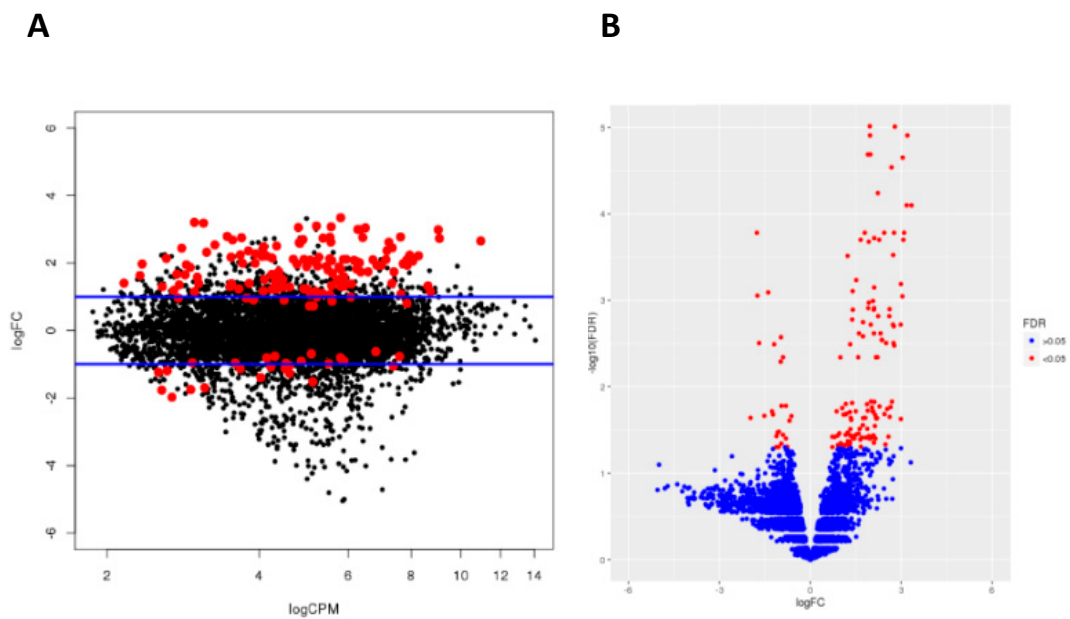

**Supplementary Figure 1:** MA plot and Volcano plot from mice supplemented with CFA or HFA. **A** MA plot showing average logCPM against logFC (change in log<sub>2</sub> CPM). Individual genes are represented by single dots. Differentially expressed genes (FDR < 0.05) appear in red. **B** Volcano plot of logFC against  $-\log_{10}(\text{FDR})$ . Genes that demonstrate significant differential expression are shown in red (FDR < 0.05) (n = 5 per group).

## Supplementary data

**A**

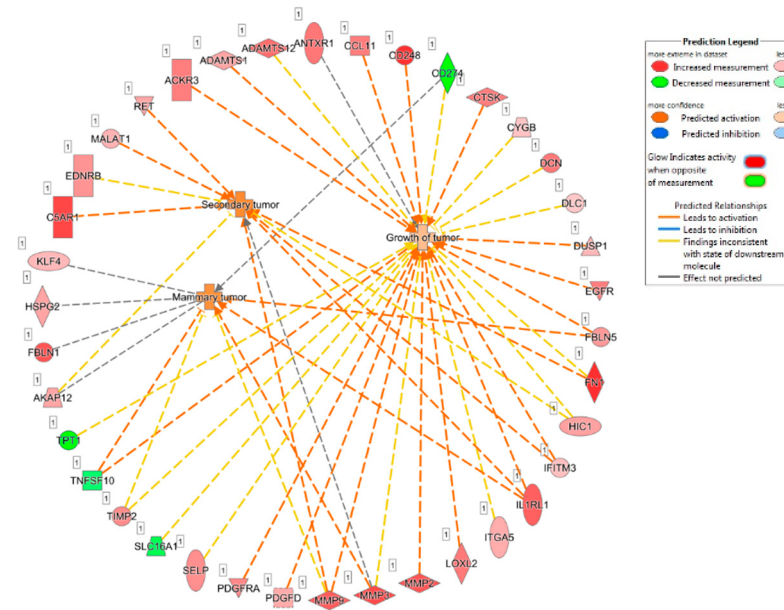

**B**

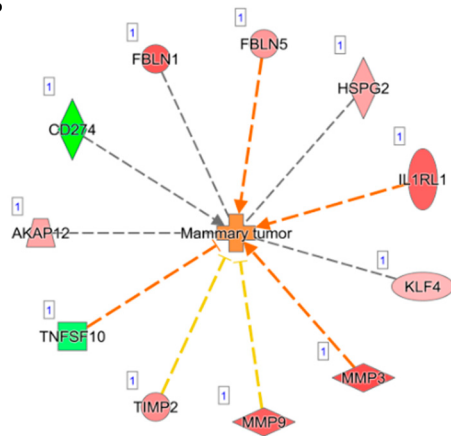

**C**

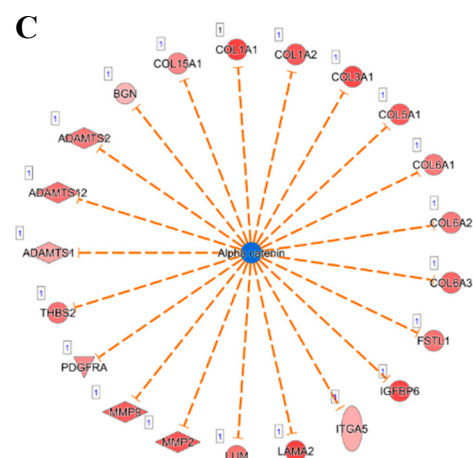

**Supplementary Figure 2: A** Top 3 disease pathways; **B** Mammary tumour disease pathway; **C** Top upstream regulator pathway.

## Supplementary data

**Supplementary Table 1:** Dietary compositions.

\* Vitamin Mix: Vitamin A, 4 IU/kg; Vitamin D-3, 1 IU/kg; Vitamin E, 78.8 IU/kg; Vitamin K, 0.75 mg/kg; Thiamine Hydrochloride, 6.0 mg/kg; Riboflavin, 6.5 mg/kg; Niacin, 30 mg/kg; Pantothenic Acid, 16 mg/kg; Pyridoxine, 5.8 mg/kg; Biotin, 0.2 mg/kg; Choline, 1080.14 mg/kg; Ascorbic Acid, 2.59 mg/kg. \*\* Minerals: Calcium, 0.50-0.51 %; Phosphorus, 0.31 %; Potassium, 0.36 %; Magnesium, 0.05 %; Sodium, 0.13 %; Chloride, 0.20 %; Fluorine, 1.0 mg/kg; Iron, 39 mg/kg; Zinc, 35 mg/kg; Manganese, 11 mg/kg; Copper, 6.0 mg/kg; Cobalt, 0.0 mg/kg; Iodine, 0.21, mg/kg; Chromium, 1.0 mg/kg; Molybdenum, 0.14 mg/kg; Selenium, 0.22 mg/kg.

## Supplementary data

**Supplementary Table 2:** qRT-PCR primer information.

## Supplementary data

**Supplementary Table 3:** Growth and energy intakes.

\*AUC arbitrary units

## Supplementary data

**Supplementary Table 4:** Differentially expressed genes between CFA and HFA groups.

FC, fold change; FDR, false discovery rate

## Supplementary data

**Supplementary Table 5: Gene Ontology.** Top 5 gene sets significantly changed in response to HFA for molecular processes, molecular function and cellular compartment ontology groups.

## Supplementary data

**Supplementary Table 6:** GSEA (Hallmark) modulated by HFA diet. Top 10 enriched upregulated (+ NES) and down regulated gene sets (-NES) FDR 0 = < 0.001.

## Supplementary data

**Supplementary Table 7: GSEA (Hallmark EMT) modulated by HFA diet.** Top 20 upregulated enriched gene sets.

ES = Enrichment Score

## Supplementary data

**Supplementary Table 8: GSEA (Hallmark E2F Targets) modulated by HFA diet.** Top 20 down regulated gene sets.

**ES = Enrichment Score**

## Supplementary data

**Supplementary Table 9:** GSEA (C2) modulated by HFA diet. Top 10 enriched upregulated (+ NES) and down regulated gene sets (-NES) FDR 0 = < 0.001.

## Supplementary data

**Supplementary Table 10: Top Disease Pathways.**

**Supplementary Table 11: Top 5 Networks Identified from Ingenuity Pathway Analysis**

## Supplementary data

Supplementary Table 12 Top Upstream Regulators.

## Supplementary data

**Supplementary Table 13: Validation of differentially expressed Genes within RNA-seq data correlated to qRT-PCR data using Spearman's Correlation.**

\*. Correlation is significant at the 0.01 level (2-tailed).

\*. Correlation is significant at the 0.05 level (2-tailed).

## Supplementary data

**Supplementary Table 14:** Chip-seq enrichment analysis showing differentially expressed Genes within RNA-seq data that demonstrate an EZH2 binding site within the gene body or 500bp upstream/1000 bp downstream of TSS. \*Hypergeometric Test; Benjamini-Hochberg.

How the deposited data were processed for this re-analysis (not part of the article)

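Mammary gland RNA of 5 mice fed the CFA diet (1 mg FA/kg) and 5 fed the HFA diet (5 mg FA/kg) was analysed, 1 library per mouse, with conditions taken from the sample labels. The authors aligned 75 bp paired reads to GRCm38 with TopHat 2.0.14 and Bowtie 2.2.5 and counted them on the genes of Ensembl release 83 with HTSeq 0.6.1. Each deposited list holds whole-number counts for 46983 genes and 5 summary lines of HTSeq. The values had no header and no normalization. Samples that the authors left out, 1 for poor reverse reads and 1 by its MAD score, are not among the libraries. Symbols and positions were found for 46488 of the genes in GENCODE M21 (GRCm38), and all 222 identifiers of Supplementary Table S4 matched after an extra 0 was removed from 28 of them.

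Between 7672199 and 14829291 reads per library were counted on genes, on 19389 to 22437 genes with at least 1 count. Reads on no gene made up 3.43% to 5.47% of the counted lines, reads on more than 1 gene 3.52% to 4.29%, and reads with more than 1 alignment 28.8% to 33.9%. The 10 most abundant genes of a library took 11.4% to 20.7% of its counts. No pair among the 45 pairs of libraries was a copy, since the highest Pearson correlation over genes was 0.983 and the lowest chi-square per gene 14.9. The counts carry no molecular identifiers, and the SDs given are between mice.

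Differences between diets were tested in R 4.3.3 with edgeR 4.0.16, by filterByExpr, TMM scaling, estimateDisp and the quasi-likelihood test, HFA against CFA without covariates, with Benjamini-Hochberg adjustment over 15610 genes and a threshold of 0.05. Standard errors are the log2 fold change divided by the root of the test's F statistic. The common biological coefficient of variation was 0.409. The paper used edgeR 3.2.1 with group and cage, and cage is not in the labels. Lists of genes were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01, two-sided, adjusted over 10 fixed lists: collagen, oxidative phosphorylation, spliceosome, cytosolic ribosomal protein, S phase, G2M, polycomb, folate and methyl cycle, clock and immediate early genes. Markers of 14 cell types were averaged as log2 CPM and compared by two-sided exact permutation tests. The MSigDB sets, the Ingenuity analysis, the binding sites, the qRT-PCR and the plasma measurements could not be repeated from the counts.

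Checked on simulated counts with 200 changed genes, 5 against 5, the quasi-likelihood test recovered 175 with 8 false calls, the likelihood ratio test 191 with 43, DESeq2 190 with 50 and limma voom 176 with 8, both without and with quality weights. With no gene changed, the quasi-likelihood test called 0 genes. These rates hold for the simulated sizes of change and shared dispersions, and the power for smaller changes was not examined.

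The tests between diets, the 10 lists, the marker lists and the alternatives were set before the data were examined. The alternatives were RLE and upper-quartile scaling, no filter, CPM above 1 in at least 5 libraries, an average log2 CPM of at least 2, the likelihood ratio test, the robust quasi-likelihood test, DESeq2 1.42.0, limma voom without and with quality weights, the second title digit as a term, a block by the other digits of the titles, the mean of B and T cell markers as a covariate, a correction of each library for gene length and GC content (15566 of the 15610 genes had both), and the likelihood ratio test with the second title digit and the average log2 CPM filter. Each library was also left out in turn. For lists the alternatives were fry, camera with an estimated correlation and fgsea 1.28.0, for markers the median over markers, and for correlations between libraries the 500 most variable genes and a prior count of 0.5. Added after the values had been seen were the comparisons among the 4 groups of diet and second title digit, the tests on Supplementary Table S4, a covariate of epithelial markers, the splits of libraries for the lists and for the likelihood ratio test, the tests of the lymphoid markers and of the count total of T2334, and the comparison across CFA libraries of genes far lower in HFA.

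The genes named are those that the paper names for these libraries, whose values in the paper's tables had been seen, members of the polycomb and folate lists with an unadjusted p below 0.05, and the most abundant marker of each cell type. Genes past the adjusted threshold in all libraries would have been named too, and there were 0 of these by the quasi-likelihood test, with 1149 at an unadjusted p below 0.05, against 33 past the adjusted threshold by the likelihood ratio test, 60 by DESeq2, 0 by limma voom and 1037 by limma voom with quality weights. Genes of Supplementary Tables S7, S8 and S14 are mostly given as groups. *Cybrd1* was chosen after its values were seen.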

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

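The tests of the lymphoid markers and of the count total of T2334 were chosen only after the result was seen. A library is given here where its gap to the nearest of the other 4 libraries of its diet, divided by the range of all 5, exceeded Dixon's 95% critical value for 5 samples. Of 194 groups of 5 libraries examined, 17 had such a library, against about 1 in 20 by chance, and in 11 of the 17 it was the HFA library T2334.

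In T2334 the median correlation with the other libraries was 0.798, against 0.931 to 0.955 in the other 4 HFA libraries. The mean log2 CPM of B cell markers was 8.33, against −0.40 to −0.081, and that of T cell markers 6.80, against −0.16 to 0.54. Markers of adipocytes (9.51, against 10.28 to 10.44), luminal epithelium (4.62, against 6.12 to 6.68) and skeletal muscle (5.17, against 10.35 to 10.74) were at their lowest in T2334, and spliceosome genes (5.89, against 5.17 to 5.30) at their highest. Among single genes, T2334 had 19.7 CPM of *Mir703* (3.83 to 8.23 in the other 4), 119.8 CPM of *Il10ra* (3.75 to 18.3), 29.3 CPM of *Ezh2* (9.96 to 14.5) and 58.9 CPM of *Cbx6* (77.4 to 83.5).

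The count total of T2334 was 14336914, within the 7672199 to 14829291 of all libraries, which argues against library size as the reason. Of 25 markers of B cells, T cells and lymph node stroma, 24 were highest in T2334 among the HFA libraries. Their most abundant members reached 895 CPM (*Ighd*), 207 CPM (*Lck*) and 733 CPM (*Glycam1*), against at most 1.64, 2.13 and 1.22 CPM in the other 4 HFA libraries. Of the 25, 2 had more than 1 CPM in all 10 libraries, 0 are in another list and 0 in Supplementary Table S4. A candidate explanation is that the sample held tissue of a lymph node that lies in the mammary fat pad. The CFA libraries T1334 and T1234 had a mean log2 CPM of B and T cell markers of 6.16 and 4.84, against 7.56 in T2334 and at most 0.34 in the other 7 libraries, so the pattern was not limited to HFA. A response of that mouse to the diet, such as an infiltration of lymphocytes, stays open as an untested biological explanation, and so does a sample from another part of the gland. Reads from other organisms, GC content and paralogs were not tested for this library.

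The CFA library T1234 had the fewest counts on genes of its diet, 7711010, against 12992361 to 14829291 in the other 4. HFA library T2234 had 7672199 counts, so the low total was not limited to CFA either, and TMM scaling takes library size into account. With T1234 left out, 0 genes passed the quasi-likelihood test of edgeR and 672 had an unadjusted p below 0.05, where all libraries gave 1149. This drop was not particular to T1234, since the number was 631 without the CFA library T1224 and 553 without the CFA library T1314. It rose to 1829 without the CFA library T1334 and to 4059 without the HFA library T2334. By other tools over all libraries, the genes past the adjusted threshold numbered 33 (likelihood ratio test), 60 (DESeq2), 0 (limma voom) and 1037 (limma voom with quality weights).

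Single genes stood apart in other libraries. T1334 (CFA) had 51.8 CPM of *Impdh1*, against 35.5 to 38.9 in the other 4 CFA libraries, and 17.0 CPM of *Mrc2*, against 34.3 to 35.8. T1324 (CFA) had 18.1 CPM of *Hic1*, against 11.2 to 12.1, and 530.4 CPM of *Vim*, against 468 to 485. T2224 (HFA) had 90.8 CPM of *Ezh1*, against 76.3 to 78.6 in the other 4 HFA libraries. With 6 of the 17 outside T2334, these are no more than chance gives over 194 groups, and no explanation was tested for them.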

How the results depend on the processing

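Of the tests in this part, those against other splits of the libraries for the lists and for the likelihood ratio test were chosen only after the result was seen. The number of genes with an adjusted p below 0.05 was 0 by edgeR's quasi-likelihood test (1149 at an unadjusted p below 0.05), and it stayed 0 under RLE and upper-quartile scaling, without a filter (27582 genes), with both other filters (15146 and 12942 genes), with the robust test, with limma voom (1110 at an unadjusted p below 0.05), with the second title digit as a term, and with the length and GC correction. It was 33 (13 higher and 20 lower in HFA) by the likelihood ratio test, 60 (31 and 29) by DESeq2, 1037 (520 and 517) by limma voom with quality weights, 2 (1 and 1) with the B and T cell marker covariate, and 65 (15 and 50) by the likelihood ratio test with the second title digit and the average log2 CPM filter. With 1 library left out it ran from 0 to 6, where 6 genes (2 higher and 4 lower) passed without T2334, which lowered the biological coefficient of variation from 0.409 to 0.279, and 0 without any of the other 9. DESeq2 gave no adjusted p to 181 genes. The cause of the different counts was not tested further, and the likelihood ratio test and DESeq2 made more false calls than the quasi-likelihood test in simulated counts, 43 and 50 against 8. Limma voom with quality weights, which made the most calls here, recovered 176 of 200 with 8 false calls in these counts, so they give no such reason for its 1037, although all simulated libraries share the same dispersions.

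The splits of the 10 libraries into 5 and 5 number 126, and 100 of them were drawn, the real one included. For the quasi-likelihood test the comparison says nothing, since any split gives at least 0 calls and the count of 100 of 100 was fixed beforehand. At least the 33 calls of the likelihood ratio test came from 25 splits, so chance cannot be excluded for these. As small a camera p came from 40 splits for collagen genes, 25 for oxidative phosphorylation, 72 for spliceosome, 39 for cytosolic ribosomal protein, 12 for S phase, 96 for polycomb, 8 for folate and methyl cycle, 21 for clock and 50 for immediate early genes, and chance cannot be excluded for these lists. For G2M genes 4 of 100 splits gave as small a p, the real one included, and 10 gave as large a mean difference, so chance is excluded by the p of this list taken alone and not by the size of the difference. The G2M p is also the smallest of 10 lists, and in 12 of the 100 splits at least 1 of the 10 lists had a p as small, so chance cannot be excluded once the number of lists is counted.

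Of the lists that stand for the paper's gene sets, S phase, G2M, collagen and oxidative phosphorylation genes kept their direction under all alternatives. S phase, G2M and oxidative phosphorylation genes kept their side of the threshold as well, except under fry and under camera with an estimated correlation, where the mean log2 fold changes of −0.45, −0.82 and 0.32 were no longer past it. Collagen genes (−0.38) fell short under fry, under the estimated correlation and without T2334 (−0.33), and ran from −0.56 to −0.28 with 1 library left out. With epithelial markers as a covariate, added after the values had been seen, the collagen mean was −0.012 with 20 of 40 genes higher. Spliceosome genes (−0.051) fell short under fry, the estimated correlation and fgsea, and in the fits with CPM above 1 in at least 5 libraries (−0.046), the likelihood ratio test (−0.049), DESeq2 (−0.047), the second title digit (−0.033), the B and T cell marker covariate (−0.040), the length and GC correction (−0.048) and the likelihood ratio test with the second title digit and the average log2 CPM filter (−0.038). With 1 library left out they ran from −0.27 to 0.00088, reversed without T2234 and short of the threshold without T1234, T1334, T2214, T2224 or T2314. The mean of polycomb genes (−0.0014) reversed under DESeq2 (0.00067), the second title digit (0.0018) and the length and GC correction (0.0021), and ran from −0.20 without T2334 to 0.055 without T2224. The polycomb list came past the threshold without T2334 (adjusted p = 0.0416) and under limma voom with quality weights (−0.16, adjusted p = 0.0491), within 0.0416 to 0.995 over the alternatives. The cause was not tested, apart from the estimated correlation, which by construction lets genes of a list move together.

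Of 72 named genes with a test, 33 had the same sign in all 27 fits, 2 (*Col4a3* and *Wnt2*) had it in the 25 fits that gave them a value, since the average log2 CPM filter removed them, and 37 changed it in at least 1, with 179 reversed values in all, 113 under an alternative fit and 66 with a library left out. All of these genes were short of the threshold before and after. Under limma voom, the reversed values were −0.18 for *Dnm1*, −0.51 for *Gabra3*, −0.056 for *Cd209f*, −0.37 for *Itga11*, −0.059 for *Bbc3*, −0.68 for *Cd248*, −0.037 for *Ccl9*, −0.13 for *Ace*, −0.21 for *Naalad2*, −0.49 for *Emilin2*, −0.076 for *Sned1*, −0.20 for *Cd163*, −0.24 for *Il1rl1*, −0.061 for *Ret*, −0.29 for *Fndc1* and −0.50 for *Tmeff2*. Reversed values under limma voom with quality weights were 0.043 for *Tubb4a*, 0.15 for *Col6a3*, −0.46 for *Bbc3*, 0.17 for *Pcolce*, 0.056 for *Hic1*, −0.38 for *Il10ra*, 0.062 for *Lama2*, 0.066 for *Tspan11*, −0.20 for *Suz12*, −0.034 for *Bmi1* and −0.040 for *Jarid2*. With the second title digit as a term, genes of reversed sign had −0.30 for *Dnm1*, −0.54 for *Gabra3*, −0.13 for *Cd209f*, −0.019 for *C5ar1*, −0.29 for *Itga11*, −0.81 for *Cd248*, −0.19 for *Ccl9*, −0.088 for *Tnxb*, −0.29 for *Ace*, −0.27 for *Naalad2*, −0.078 for *Timp2*, −0.0044 for *Pf4*, −0.60 for *Emilin2*, −0.20 for *Sned1*, −0.35 for *Cd163*, −0.26 for *Il1rl1*, −0.093 for *Akap12*, −0.099 for *Ret*, −0.26 for *Fndc1* and −0.41 for *Tmeff2*. Under the likelihood ratio test with the second title digit and the average log2 CPM filter, the reversed values were −0.32 for *Dnm1*, −0.59 for *Gabra3*, −0.16 for *Cd209f*, −0.041 for *C5ar1*, −0.33 for *Itga11*, −0.83 for *Cd248*, −0.21 for *Ccl9*, −0.10 for *Tnxb*, −0.30 for *Ace*, −0.28 for *Naalad2*, −0.091 for *Timp2*, −0.020 for *Pf4*, −0.62 for *Emilin2*, −0.21 for *Sned1*, −0.37 for *Cd163*, −0.29 for *Il1rl1*, −0.11 for *Akap12*, −0.11 for *Ret*, −0.28 for *Fndc1* and −0.43 for *Tmeff2*. Reversed values under the B and T cell marker covariate were −0.083 for *Dnm1*, −0.16 for *Gabra3*, −0.50 for *Cd248*, −0.13 for *Ace*, −0.086 for *Naalad2*, −0.30 for *Emilin2*, −0.065 for *Sned1*, −0.0083 for *Ret*, −0.26 for *Fndc1* and −0.36 for *Tmeff2*. Single reversals were 0.0063 for *Lama2* under DESeq2, 0.0050 for *Lama2* under RLE scaling, 0.00056 for *Lama2* under the likelihood ratio test, −0.039 for *Naalad2* under no filter and −0.038 for *Naalad2* under upper-quartile scaling. With 1 library left out in turn, the genes that reversed ran from −0.093 to 0.43 for *Ace*, −0.094 to 0.32 for *Akap12*, −0.38 to 0.33 for *Bbc3*, −0.015 to 0.25 for *Bmi1*, −0.051 to 0.85 for *Ccl9*, −0.39 to 0.33 for *Cd248*, −0.39 to 0.21 for *Col6a3*, −0.11 to 0.35 for *Dnm1*, −0.47 to 0.34 for *Emilin2*, −0.24 to 0.53 for *Gabra3*, −0.94 to 1.03 for *Il10ra*, −0.25 to 0.52 for *Il1rl1*, −0.13 to 0.21 for *Jarid2*, −0.38 to 0.25 for *Lama2*, −0.72 to 0.13 for *Mir703*, −0.48 to 0.16 for *Mmp2*, −0.54 to 0.035 for *Mrc2*, −0.27 to 0.21 for *Naalad2*, −0.23 to 0.15 for *Pcolce*, −0.094 to 0.27 for *Ret*, −0.70 to 0.10 for *Rpl22l1*, −0.48 to 0.0030 for *Sdk1*, −0.015 to 0.38 for *Sned1*, −0.59 to 0.0031 for *Snhg12*, −0.27 to 0.22 for *Suz12*, −0.076 to 0.45 for *Timp2*, −0.20 to 0.32 for *Tmeff2*, −0.23 to 0.17 for *Tspan11* and −0.49 to 0.018 for *Tubb4a*. The cause of these reversals was not tested. Past the threshold with limma voom's quality weights came *Tbca* (−0.72), *Ezh2* (−0.69), *Cbx2* (−0.92), *Cbx6* (−0.54), *Pcgf5* (0.55), *Tyms* (−0.92) and *Cybrd1* (−3.25). *Cybrd1* passed in the likelihood ratio test, in DESeq2 and in the likelihood ratio test with the second title digit as well.

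Among the marker lists, the difference in skeletal muscle reversed when the median over markers was taken (−0.033). With 1 library left out, the difference ran from −2.50 to 0.36 for B cells, from −1.16 to 0.37 for lymph node stroma, from −0.18 to 0.48 for macrophages, from −0.0069 to 0.12 for endothelial cells and from −0.28 to 1.17 for skeletal muscle, which changed sign. The other 9 kept theirs but moved, from −2.16 to −0.070 for T cells, −1.06 to −0.19 for fibroblasts, 0.11 to 0.34 for adipocytes, 0.97 to 2.15 for brown adipocytes, −0.94 to −0.23 for luminal epithelium, −1.43 to −0.58 for basal epithelium, −0.30 to −0.077 for epidermis, 0.30 to 0.65 for Schwann cells and −0.64 to −0.19 for pericytes and smooth muscle. The cause was not tested. Without T2334 stood the lowest value for B cells and lymph node stroma, and the highest for endothelial cells and skeletal muscle. The median correlation of T2334 with the other libraries was −0.15 over the 500 most variable genes and 0.792 with a prior count of 0.5.

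A replicate block took the digits after the diet digit as a number, with 4 numbers found in both diets and 8 libraries. The deviations of libraries with the same number from their diet's means had correlations of 0.298, −0.294, 0.111 and 0.410. Of the 4 pairs 3 were above 0.1 and 1 was negative, so the numbers were not taken to pair the libraries. Under the block 0 genes passed, with 1066 at an unadjusted p below 0.05, and 0 with the length and GC correction added, with 1085. The mean of spliceosome genes was −0.12 under the block and −0.11 with the correction added, short of the threshold. Named genes with another sign under the block were −0.16 for *Dnm1*, −0.30 for *Gabra3*, −0.090 for *Cd209f*, −0.14 for *Itga11*, −0.084 for *Bbc3*, −0.71 for *Cd248*, −0.0079 for *Ccl9*, −0.13 for *Ace*, −0.24 for *Naalad2*, −0.48 for *Emilin2*, −0.078 for *Sned1*, −0.090 for *Cd163*, −0.099 for *Il1rl1*, −0.26 for *Il10ra*, −0.24 for *Fndc1* and −0.27 for *Tmeff2*. With the block and the length and GC correction they were −0.16 for *Dnm1*, −0.27 for *Gabra3*, −0.094 for *Cd209f*, −0.14 for *Itga11*, −0.096 for *Bbc3*, −0.71 for *Cd248*, −0.13 for *Ace*, −0.22 for *Naalad2*, −0.49 for *Emilin2*, −0.099 for *Sned1*, −0.091 for *Cd163*, −0.11 for *Il1rl1*, −0.26 for *Il10ra*, −0.27 for *Fndc1* and −0.24 for *Tmeff2*.

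Depth limits genes of few counts, such as *Igf2bp1*, which the filter removed. At 5 against 5 the simulated counts gave 175 of 200 changed genes by the quasi-likelihood test, and the block fit over 8 libraries gave 143.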

Differences from the paper's values

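Of the comparisons in this part, those among the 4 groups of diet and second title digit were chosen only after the result was seen. The paper reports 222 differentially expressed transcripts, 191 of them upregulated and 31 downregulated, where edgeR's quasi-likelihood test gave 0, 0 and 0 between the diets, with 1149 genes at an unadjusted p below 0.05. This last number ran from 553 without T1314 to 4059 without T2334. Of the alternatives set before the data were examined, none came within 1.5 times of the paper's 222 or 191: the counts were 33 by the likelihood ratio test, 60 by DESeq2, 65 by the likelihood ratio test with the second title digit and the average log2 CPM filter, 1037 by limma voom with quality weights, 6 without T2334, 2 with the B and T cell marker covariate, and 0 in the others, limma voom among them. For the 31 downregulated transcripts DESeq2 gave 29 and was the only alternative that came within 1.5 times, but none of the transcripts of Supplementary Table S4 were among its calls. Over 27 fits, 26 called 0 of the 222 transcripts at an adjusted p below 0.05, where 1 of the 222 had an unadjusted p below 0.05 by the quasi-likelihood test, and limma voom with quality weights called 6 of them.

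For the log2 fold changes of 52 genes of Supplementary Table S4 that are named here, 51 differed from the paper's and 1 did not (*Malat1*, 0.66 against the paper's 1.15), and the sign differed for 17. The paper gives no error, so a value is taken to differ when its sign does or when it is farther from the paper's than the pooled SD of the gene's log2 CPM between libraries. Both values are HFA minus CFA on the log2 scale as labelled. For transcripts that the paper lists as upregulated, the paper's values and those here were 1.96 and 0.15 for *Dnm1*, 2.79 and 0.74 for *Cd209g*, 3.20 and 0.26 for *Gabra3*, 1.97 and −0.19 for *Tubb4a*, 1.98 and −0.30 for *Col6a2*, 1.90 and 0.75 for *Ackr3*, 3.05 and 0.66 for *Cd209f*, 2.68 and 0.72 for *C5ar1*, 2.23 and −0.015 for *Col6a3*, 3.18 and 0.54 for *Itga11*, 3.34 and 0.067 for *Cd248*, 2.76 and 0.58 for *Ccl9*, 2.11 and −0.18 for *Mrc2*, 1.93 and −0.21 for *Col6a1*, 2.61 and 0.57 for *Tnxb*, 2.10 and 0.21 for *Ace*, 2.36 and 0.75 for *Mmp9*, 1.45 and 0.015 for *Naalad2*, 1.69 and 0.26 for *Timp2*, 1.46 and 0.41 for *Timp3*, 2.27 and 0.53 for *Pf4*, 1.38 and −0.026 for *Pcolce*, 2.98 and −0.30 for *Fn1*, 2.37 and −0.27 for *Col5a1*, 2.73 and 0.099 for *Emilin2*, 1.79 and 0.19 for *Sned1*, 3.07 and 0.53 for *Cd163*, 2.62 and −0.97 for *Mmp3*, 2.32 and 0.25 for *Il1rl1*, 1.58 and 0.39 for *Ednrb*, 1.38 and −0.26 for *Hic1*, 1.32 and 0.16 for *Akap12*, 1.29 and 0.13 for *Ret*, 0.93 and −0.19 for *Ifitm3*, 2.45 and −0.081 for *Mmp2*, 1.66 and 0.37 for *Cadm3*, 1.39 and 0.59 for *Fam124a*, 2.99 and 0.45 for *Fndc1*, 2.75 and −0.00069 for *Lama2*, 2.32 and −0.22 for *Sdk1* and 2.19 and 0.076 for *Tmeff2*. For transcripts that it lists as downregulated, the paper's values and those here were −1.76 and 0.13 for *Bbc3*, −1.39 and −0.17 for *Snhg12*, −1.75 and −0.082 for *Rpl22l1*, −0.97 and −0.32 for *Tbca*, −1.69 and −0.040 for *Mir703*, −1.20 and −0.39 for *Mphosph6*, −0.90 and 0.35 for *Itpr2*, −0.98 and 0.26 for *Impdh1*, −1.20 and −0.20 for *Tpt1* and −0.83 and −0.19 for *Tdp2*. For 48 of the 51 genes no alternative set before the data were examined gave a value within that SD of the paper's. Limma voom with quality weights did for *Mphosph6*, *Tbca* and *Tpt1*, and so did the fit without T2334 for *Tbca*. Over all 222 transcripts, the log2 fold changes here had the paper's sign for 119 and differed from the paper's by 1.75 on average. The number with the paper's sign was 46 with the second title digit as a term, 62 by limma voom, 152 by limma voom with quality weights, 58 without T2224, 157 without T2314 and 164 without T2334. The lowest mean difference over the alternatives was 1.54, without T2334.

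A comparison chosen after seeing the values, HFA libraries whose second title digit is 2 against HFA libraries whose second digit is 3, gave log2 fold changes within 0.1 of the paper's for all 222 transcripts. By the likelihood ratio test it called 196 genes, 178 higher and 18 lower, 142 of them among the paper's 222, and so drops 80 of the paper's own calls, while the quasi-likelihood test called 0 with 2455 at an unadjusted p below 0.05. Comparisons that likewise called some of the paper's transcripts by the likelihood ratio test, and were also chosen after seeing the values, were CFA digit 2 against HFA digit 3 (35 of 222, dropping 187), the interaction of diet and digit (24, dropping 198), HFA against CFA within digit 3 (18, dropping 204) and within digit 2 (1, dropping 221), and HFA against CFA averaged over the digits (6, dropping 216). Of the 222 log2 fold changes these had the paper's sign for 218, 222, 1, 190 and 48, so within digit 3 and averaged over the digits most ran opposite to the paper's. Of the called transcripts, 0 of the 18 within digit 3 and 0 of the 6 averaged over the digits had the paper's sign.

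The search for this pattern, made after seeing the values and by the likelihood ratio test, took in 9 contrasts with 2 filters and then 42 combinations of filter, libraries and dispersion for the HFA libraries by digit. CFA digit 2 against HFA digit 3, given above, came on top of these 9. Among the contrasts, with edgeR's filter, HFA digit 2 against the rest called 117 genes with 59 of the paper's 222 among them, dropping 163, and the rest against HFA digit 3 called 170 genes, 149 higher and 21 lower, with 93 of the 222, dropping 129. The 42 combinations called 143 to 1261 genes, with 83 to 169 of the paper's 222 among them. At CPM above 1 in at least 5 libraries, 2 fits of the diet by the likelihood ratio test called 33 genes, and 81 with the second title digit as a term, and 0 of the 222 in both.

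The paper states that genes of epithelial mesenchymal transition and of the matrix were upregulated. Here 5 of the 19 tested genes of Supplementary Table S7 were higher and 14 lower, with a median of −0.15, and the mean of collagen genes was −0.38. The median of Supplementary Table S7 took the paper's direction by limma voom with quality weights (0.048), without T2314 (0.044) and without T2334 (0.054), and the mean of collagen genes took it under no alternative. Its genes of cell motility (5 of 5) and metallopeptidase activity (5 of 5) were higher here as well by the quasi-likelihood test, but not under all alternatives. With the second title digit as a term 4 of the 5 motility and 3 of the 5 metallopeptidase genes were lower. The paper's transcripts follow the digit within HFA, so the term by itself tends to move them this way. Under limma voom *Itga11*, *Cd248*, *Ccl9*, *Ace* and *Naalad2* were lower. Oxidative phosphorylation genes, which the paper states were downregulated, were higher here, with a mean of 0.32 and 75 of 78 higher. They were higher under all alternatives, none of which held brown adipocyte or skeletal muscle markers. *Mmp2* and *Mmp3*, upregulated in the paper by sequencing and by qRT-PCR, had log2 fold changes of −0.081 and −0.97 in the counts here. *Mmp2* was higher without T1224 (0.019), T1314 (0.0026), T2314 (0.13) or T2334 (0.16). The qRT-PCR values were not examined. *Suz12*, *Bmi1* and *Jarid2*, nominally downregulated in the paper, had log2 fold changes of 0.10, 0.16 and 0.11 here. They were lower by limma voom with quality weights (−0.20, −0.034 and −0.040) and without T2334 (−0.27, −0.015 and −0.13). *Ezh2* was lower here too (−0.29), without an unadjusted p below 0.05, and passed the threshold by limma voom with quality weights (−0.69, adjusted p = 0.0447). The directions of E2F targets and the G2M checkpoint were those of the paper: 17 of 20 genes of Supplementary Table S8 were lower (18 of 20 within the second title digit 2, 9 of 20 within the digit 3, genes that the paper chose on these libraries), as were the means of S phase (−0.45) and G2M genes (−0.82). For the processing of capped pre-mRNA, 67 of 119 genes were lower, as in the paper, but the median of −0.024 ran from −0.23 without T2334 to 0.031 without T2234 and was above 0 without T1334, T2224 or T2314 and with the B and T cell marker covariate too. *Vim* and *Cdh1*, unaffected by the diet in the paper, had adjusted p-values of 0.699 and 0.681 here.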

Other observations

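The comparisons among the 4 groups of diet and second title digit, the tests on Supplementary Table S4, the splits of the lists and the covariate of epithelial markers were chosen only after the result was seen, and so was *Cybrd1*. The B and T cell marker covariate was among the alternatives set before the data were examined. Of the tests of genes far lower in HFA, the count of lymphoid markers was planned and the comparison across CFA libraries was not.

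The log2 fold changes of Supplementary Table S4 were not found between the diets. No alternative of scaling, filter, test or covariate, and no fit with a library left out, came nearer to them than a mean absolute difference of 1.54 over the 222 transcripts, which argues against these choices as the reason. Other groupings of the 10 libraries into 5 and 5 did come nearer than the diets, with a mean absolute difference of 1.62 for the real split computed from log2 CPM, 0.988 for the split by the second title digit and 0.771 for the nearest of all 126, and 95 of the 126, the real one included, were as near as the real split. None of them gave the values themselves, taken as a mean absolute difference below 0.1, which argues against samples swapped between 2 groups of 5 as the whole reason. The comparison of the 3 HFA libraries with the second title digit 2 against the 2 with the digit 3, within a model of the 4 groups of diet and digit, gave a mean absolute difference of 0.018 and a largest difference of 0.048, with the same sign for 222 of 222 transcripts. Among all 10 ways to split the HFA libraries into 3 and 2, the difference computed from log2 CPM was 0.0678 for the title digit and 0.449 for the next nearest. The search for it took in 9 contrasts with 2 filters and 42 combinations of filter, libraries and dispersion, besides the 126 groupings. CFA digit 2 minus HFA digit 3, which is not among the 9 contrasts, was compared as well. The combinations were all run on the HFA libraries by digit, after that contrast had been picked, and gave mean absolute differences of 0.0032 to 0.031. Other comparisons were farther off, with mean absolute differences of 0.833 for HFA digit 2 minus the rest, 0.400 for the rest minus HFA digit 3, 1.85 for CFA digit 2 minus CFA digit 3, 1.22 for HFA minus CFA within digit 2, 3.05 within digit 3, 0.669 for CFA digit 2 minus HFA digit 3, 1.28 for HFA digit 2 minus CFA digit 3, 2.13 for HFA minus CFA averaged over the digits and 0.261 for the interaction of diet and digit. A candidate explanation is that the column of Supplementary Table S4 holds a difference between sets of HFA mice, as could arise if a coefficient for the second digit within HFA, or for cages if the digit stands for the cage, was tested in place of the diet. Neither the labels nor the paper give the cage of a mouse or the model matrix, so how the column arose was not tested. The pattern was found and tested on the same counts, and it changes no sample's diet here.

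In the same comparison of HFA libraries, 19 of 19 genes of Supplementary Table S7 were higher in digit 2 (mean log2 fold change 2.12), 20 of 20 genes of Supplementary Table S8 were lower (−0.40), collagen genes were higher (1.15, 34 of 40), and oxidative phosphorylation (−0.25), spliceosome (−0.42), S phase (−0.78) and G2M genes (−0.84) were lower. The genes of these 2 supplementary tables come from the paper's own ranking, so their directions add no evidence beyond Supplementary Table S4. Log2 fold changes were 2.43 for *Mmp2*, 2.60 for *Mmp3*, −0.89 for *Ezh2*, −0.94 for *Suz12*, −0.47 for *Bmi1*, −0.56 for *Jarid2*, 0.24 for *Vim* and 0.46 for *Cdh1*. The libraries of digit 3 include T2334, and B cell markers were lower (−7.65) and fibroblast markers higher (2.45) in digit 2. These values describe 3 libraries against 2, and what the digit stands for is not known.

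Cell cycle genes were lower in HFA, with means of −0.45 for S phase and −0.82 for G2M genes. With the mean of luminal and basal epithelium markers as a covariate the G2M mean was −1.36, and with that of B and T cell markers −0.97. Both were past camera's threshold. The mean did not shrink with B and T cell markers, which argues against lymph node tissue as the whole reason. The epithelial covariate cannot decide on a smaller share of epithelium, since its markers were lowest in T2334 (luminal 4.62, basal 3.41). Leaving T2334 out gave a similar G2M mean, −1.45. With the epithelial covariate S phase genes had a mean of −0.91 and oxidative phosphorylation genes 0.31, but collagen genes (−0.38 without it) had −0.012, with 20 of 40 higher and an adjusted p of 0.480 over these 4 lists, so the lower collagen mean was not found apart from the epithelial markers. Neither test of the list that lets genes move together, fry or the estimated correlation, gave a call. Chance stays open, since as small a p came from 4 of 100 splits for the G2M list alone but from 12 over the 10 lists, and as large a G2M difference from 10. An effect of the diet on proliferation, a smaller share of epithelium, a difference in the stage of the oestrous cycle and chance could each give such a pattern. The design has no measure of the cycle. No biological explanation was tested.

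*Cybrd1*, the gene with the smallest quasi-likelihood p, had 12.6 ± 7.44 CPM in CFA and 1.45 ± 0.44 CPM in HFA (mean ± SD, n = 5 per group), a log2 fold change of −3.09 with a standard error of 0.46 and an adjusted p of 0.376 in edgeR, and 5 of 5 HFA libraries lay below the CFA mean. The likelihood ratio test, DESeq2, limma voom with quality weights and the likelihood ratio test with the second title digit called it. Among 23 genes with a log2 fold change below −2, 0 were B or T cell markers, which decides nothing, because T2334 (HFA) holds more lymphoid RNA than any CFA library. Of the same 23 genes, 0 were higher in both CFA libraries with lymphoid markers, T1234 and T1334, than in the other 3 CFA libraries. This held for 16.4% of all genes and for 14 of the 14 B and T cell markers tested, by which these libraries had been picked. The comparison decides nothing about lymph node tissue either. A gene of such tissue would be high in T2334 too and so could hardly be among the 23.

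Of 25 folate and methyl cycle genes, 11 were higher and 14 lower in HFA, with a mean log2 fold change of −0.059 (−0.23 without T2334, −0.039 without T2314) and a camera adjusted p of 0.117, and without a filter the adjusted p was 0.0381, within 0.0381 to 0.474 over the alternatives. By edgeR, 0 of them passed when adjusted over the list alone (smallest 0.338) or over all genes, and 3 had an unadjusted p below 0.05, namely *Aldh1l2* (−0.99), *Mtr* (0.40) and *Tyms* (−0.62). Clock genes had a mean of 0.24 with 11 of 14 higher and a camera adjusted p of 0.0277, which no longer passed under fry, the estimated correlation, DESeq2, the second title digit, the B and T cell marker covariate, or without T1334, T2224, T2234 or T2314 (means of 0.27, 0.24, 0.17 and 0.19). Cytosolic ribosomal protein genes had a mean of −0.16 with 72 of 80 lower and a camera adjusted p of 1.10e-07, which no longer passed under fry or the estimated correlation. Their mean ran from −0.56 without T2334 to −0.071 without T2224, with −0.087, −0.086 and −0.094 without T2214, T2234 and T2314, and the direction did not hold within both second title digits, with −0.68 in the digit 2 (78 of 80 lower) and 0.35 in the digit 3 (73 of 80 higher). Immediate early genes had a mean of −0.15 (−0.26 without T2224, −0.041 without T2314) with 8 of 12 lower and an adjusted p of 0.235. Of the clock, ribosomal protein and immediate early lists, 0 genes passed in edgeR when adjusted over the list alone, and 3, 2 and 1 had an unadjusted p below 0.05.

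Mean log2 CPM of cell type markers differed between HFA and CFA by −0.78 (B cells, p = 0.929), −0.85 (T cells, p = 0.675), −0.24 (lymph node stroma, p = 0.905), 0.094 (macrophages, p = 0.802), −0.68 (fibroblasts, p = 0.357), 0.054 (endothelial cells, p = 0.571), 0.17 (adipocytes, p = 0.476), 1.47 (brown adipocytes, p = 0.159), −0.59 (luminal epithelium, p = 0.317), −1.07 (basal epithelium, p = 0.127), 0.091 (skeletal muscle, p = 0.952), −0.20 (epidermis, p = 0.341), 0.44 (Schwann cells, p = 0.0794) and −0.47 (pericytes and smooth muscle, p = 0.270) in two-sided exact permutation tests over 5 against 5 libraries, and the smallest adjusted p over the 14 lists was 0.714. The most abundant markers were *Ighd*, *Lck*, *Glycam1*, *Csf1r*, *Col3a1*, *Pecam1*, *Fabp4*, *Ucp1*, *Prlr*, *Oxtr*, *Myh4*, *Sbsn*, *Mbp* and *Acta2*, and their log2 fold changes were 1.18 for *Ighd*, 0.72 for *Lck*, 0.58 for *Csf1r*, −1.09 for *Col3a1*, 0.20 for *Pecam1*, 0.080 for *Fabp4*, 2.51 for *Ucp1*, 0.28 for *Prlr*, −0.34 for *Oxtr*, 0.61 for *Myh4*, 0.40 for *Sbsn*, 0.77 for *Mbp* and −0.71 for *Acta2*. *Glycam1* was removed by the filter and not tested. Without T2334, *Ighd* and *Lck* had log2 fold changes of −5.88 and −3.92. Of the fibroblast markers 9 of 10, and of the macrophage markers 1 of 10, are in Supplementary Table S4.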
